# Wnt inhibition promotes vascular specification of embryonic cardiac progenitors

**DOI:** 10.1242/dev.159905

**Published:** 2018-01-01

**Authors:** David E. Reichman, Laura Park, Limor Man, David Redmond, Kenny Chao, Richard P. Harvey, Makoto M. Taketo, Zev Rosenwaks, Daylon James

**Keywords:** Cardiac development, Cardiac differentiation, Wound healing, Myocardial infarction, Myocardial scar formation, Endothelial differentiation, Human embryonic stem cells, Cardiovascular progenitor, Wnt signaling, Non-canonical Wnt, Wnt5a, Mouse

## Abstract

Several studies have demonstrated a multiphasic role for Wnt signaling during embryonic cardiogenesis and developed protocols that enrich for cardiac derivatives during *in vitro* differentiation of human pluripotent stem cells (hPSCs). However, few studies have investigated the role of Wnt signaling in the specification of cardiac progenitor cells (CPCs) toward downstream fates. Using transgenic mice and hPSCs, we tracked endothelial cells (ECs) that originated from CPCs expressing NKX2.5. Analysis of EC-fated CPCs at discrete phenotypic milestones during hPSC differentiation identified reduced Wnt activity as a hallmark of EC specification, and the enforced activation or inhibition of Wnt reduced or increased, respectively, the degree of vascular commitment within the CPC population during both hPSC differentiation and mouse embryogenesis. Wnt5a, which has been shown to exert an inhibitory influence on Wnt signaling during cardiac development, was dynamically expressed during vascular commitment of hPSC-derived CPCs, and ectopic Wnt5a promoted vascular specification of hPSC-derived and mouse embryonic CPCs.

## Abstract (precis)

**Summary:** Non-canonical inhibitory Wnt signaling via Wnt5a fosters endothelial differentiation of Nkx2.5^+^ cardiac progenitor cells during mouse embryogenesis and human pluripotent stem cell differentiation.

## INTRODUCTION

One out of every three deaths in the USA results from cardiovascular disease (Roger et al., 2012). Despite the epidemic scale of predisposing conditions (hypertension, smoking, obesity), major advances in the surgical treatment of cardiovascular disease have plateaued. Regenerative therapies represent a promising alternative to surgical and/or pharmacological interventions for cardiovascular disease, but wound healing mechanisms unique to the heart undermine the restorative contribution of endogenous or exogenous cells (Cleutjens et al., 1999). Autologous, tissue-resident cardiac progenitor cells (CPCs) have demonstrated modest benefit upon transplantation into patients following myocardial infarction (MI) (Bolli et al., 2011; Chugh et al., 2012), and cardiomyocytes differentiated from human pluripotent stem cells (hPSCs) and transplanted into small animal models of MI have shown favorable results (Laflamme et al., 2007; Shiba et al., 2012). However, non-fatal ventricular arrhythmias have been noted in non-human primates engrafted with hPSC-derived cardiomyocytes (Chong et al., 2014), underscoring the challenge of achieving ordered intercalation of exogenous cells into injured cardiac tissue.

Redirection of cardiac wound healing processes in adult hearts might be a favorable approach for improving cardiac function following ischemic injury. Adult zebrafish and neonatal mice are capable of undergoing constructive heart regeneration (Uygur and Lee, 2016), and recapitulation of these processes to redirect cell fate could promote more constructive, pro-angiogenic wound healing. Indeed, recent work has demonstrated the potential of this approach in mouse models of cardiac ischemia (Zangi et al., 2013), and other studies have identified novel mediators of cardiac regenerative processes that might be exploited in injured heart. Yet, relatively little is known of the signaling pathways that drive vascular fate within the CPC population in embryogenesis or adulthood.

Among the signal transduction pathways that play a prominent role in cardiac development and differentiation, the Wnt pathway has been extensively studied. Since early experiments in chick (Marvin et al., 2001) and frog (Schneider and Mercola, 2001) showed that inhibition of Wnt is necessary for induction of cardiogenesis, many groups have confirmed that naturally occurring and synthetic Wnt inhibitors can drive the differentiation of NKX2.5^+^ populations in mouse embryos and pluripotent stem cell cultures (Elliott et al., 2011; Lian et al., 2012; Naito et al., 2006; Paige et al., 2010; Qyang et al., 2007; Willems et al., 2011). Collectively, these studies have demonstrated a multiphasic role for Wnt signaling in cardiac fate choice determination (Gessert and Kuhl, 2010): activation of Wnt is required during gastrulation for induction of cardiac mesoderm, while inhibition of Wnt signaling later enables differentiation of cardiac progenitors. Recent studies have demonstrated a further role for canonical Wnt signaling in the specification of epicardial progenitor cells from NKX2.5^+^ precursors (Iyer et al., 2016; Witty et al., 2014); however, few studies have specifically addressed the role of Wnt signaling in the designation of endothelial cell (EC) fate; GSK3β inhibitors have been used in chemically defined medium to robustly induce differentiation of CD34^+^ CD31 (PECAM1)^+^ endothelial progenitors from hPSCs (Bao et al., 2015; Lian et al., 2014), and a high-content screening assay identified numerous pharmacological inhibitors of Wnt that promoted the differentiation of cardiomyocytes, and no other mesodermal derivative, from hPSCs (Willems et al., 2011). Yet these studies incorporated Wnt inhibition into heterogeneous cultures of differentiating hPSCs during a relatively early and/or broad temporal window. As such, the function of Wnt specifically in the designation of cardiac EC, myocardial, smooth muscle or fibroblast fate from multipotent CPCs remains unclear.

Here, we have generated a dual reporting hPSC line that identifies NKX2.5^+^ (cardiac) and VE-cadherin (CDH5)^+^ (endothelial) derivatives during differentiation. Utilizing this line and a cross of vascular [*Flk1-GFP* (Ema et al., 2006)] and cardiac [*Nkx2.5*^Cre^ (Stanley et al., 2002)] mouse reporter strains, we specifically identified and tracked ECs that originated from cardiac progenitors *in vitro* and *in vivo*. Expression analysis and live monitoring of Wnt activity during hPSC differentiation and *in vivo* cardiogenesis revealed a correlation between reduced Wnt activity and acquisition of EC identity, and inhibition of Wnt signaling promoted vascular specification of hPSC-derived and mouse embryonic CPCs. Finally, gain-of-function experiments in hPSC cultures and mouse embryos revealed a function for WNT5A, the non-canonical Wnt effector, in the vascular specification of CPCs. These data elucidate a novel influence on EC specification from cardiac-specific progenitors and identify Wnt signal inhibition via WNT5A as a potential driver of neovascularization in the developing heart.

## RESULTS

### Demarcation of vascular commitment from NKX2.5-expressing hPSC derivatives

To enable live tracking and longitudinal analysis of cardiac and endothelial fate acquisition in an experimentally tractable *in vitro* model, we applied an EC-specific transgenic labeling strategy based on the *CDH5* promoter [VPr (James et al., 2010)] to the cardiac-specific hPSC line *NKX2.5*^eGFP/w^ (Elliott et al., 2011) (Fig. 1A). Differentiation of this line in conditions that promote cardiovascular cell fate (Lian et al., 2012; Paige et al., 2010; Willems et al., 2011) resulted in regions in which both reporters were enriched (Fig. 1B), and flow cytometry corroborated the presence of NKX2.5^GFP+^ ECs. Indeed, live tracking of hPSC differentiation over 48 h from day 8 to 10 revealed a progressive decrease in single-positive NKX2.5^GFP+^ VPr^neg^ cells as the double-positive NKX2.5^GFP+^ VPr^mOrange+^ population increased (Fig. 1C-E, Movies 1,2). This approach enabled the live tracking and analysis of three unique populations via microscopy and flow cytometry: NKX2.5^+^ VPr^neg^ CD31^neg^ cardiac progenitors/cardiomyocytes (CP/CM, green); NKX2.5^+^ VPr^+^ CD31^+^ ECs (NkxEC, red); and NKX2.5^neg^ VPr^+^ CD31^+^ ECs that no longer express NKX2.5 or never did (nECs, blue) (Fig. 1F).

**Fig. 1.**
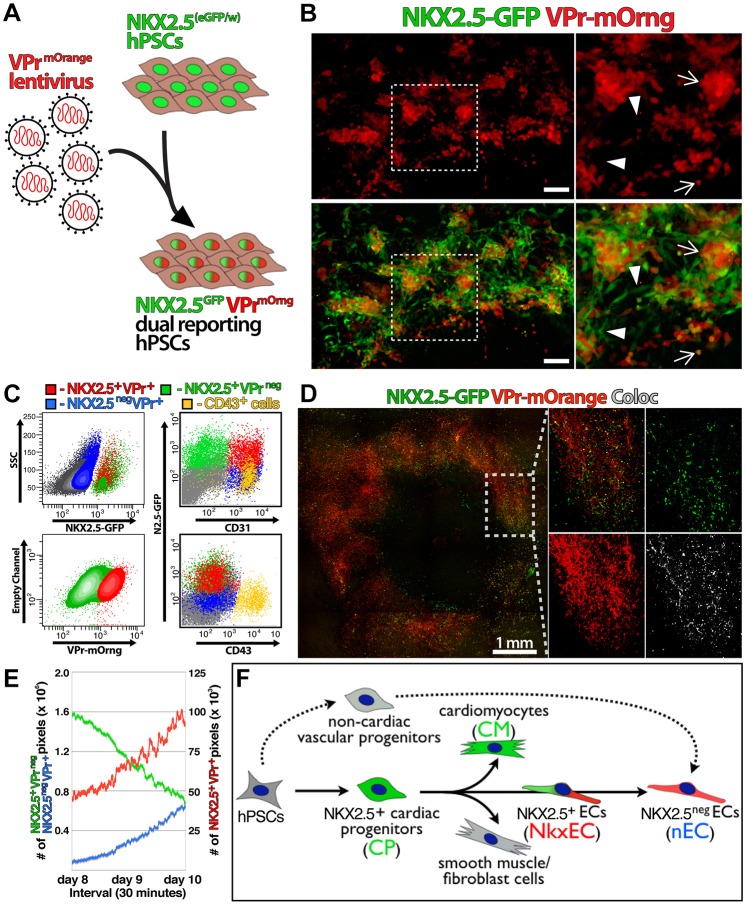
**Demarcation of vascular commitment** **from NKX2.5-expressing hPSC derivatives.** (A) The *NKX2.5*^eGFP/w^ hPSC line was targeted with lentiviral particles encoding VPr^mOrange^, an EC-specific promoter sequence driving mOrange fluorescent protein. (B) Following 10 days of serum-free differentiation, a colony of hPSC derivatives was scanned by confocal microscopy. Boxed regions are shown at higher magnification to the right. Arrows indicate endothelial cells that are also GFP positive. Arrowheads indicate cells that are single positive for the NKX2.5-GFP reporter. (C-E) Live images of differentiation cultures were captured in sequential time-lapse culture from days 8 to 10; representative populations isolated from differentiation at day 10 are shown (D) and quantification of NKX2.5^+^ VPr^neg^ (green), NKX2.5^neg^ VPr^+^ (blue) and NKX2.5^+^ VPr^+^ (red) pixel density is shown (E). Coloc, colocalization. (F) Dual reporting hPSCs enable identification of unique populations that represent successive stages in the developmental hierarchy of cardiac endothelial specification. Scale bars: B, 100 µm; D, 1 mm.

### Nkx2.5-expressing progenitors contribute significantly to endocardial ECs

To establish a complementary lineage-tracing strategy in the mouse that specifically distinguishes ECs that arise from Nkx2.5-expressing (NkxEC) versus non-Nkx2.5-expressing (nEC) compartments, we crossed *Flk1-GFP* mice (Ema et al., 2006) with *Rosa*^tdTom^ (Madisen et al., 2010) and *Nkx2.5*^Cre^ (Stanley et al., 2002) strains. NkxECs were observed in the cardiac crescent (Fig. 2A) and endocardium (Fig. 2B), and made up a large proportion of endocardial ECs in sections of embryonic day (E) 11.5 heart (Fig. 2C), with colocalization masking (spatial overlap of cardiac and vascular-specific reporter signals) in respective cardiac chambers revealing an increased ratio of NkxECs in ventricles (Fig. 2D). To determine whether NkxECs are present in other organs during development, we isolated organs at E12.5 and enzymatically dissociated them into single-cell suspensions. Flow cytometry revealed a substantial population of tdTom^+^ cells in liver and lung; however, the NkxEC population was exclusively observed in the heart (Fig. 2E).

**Fig. 2.**
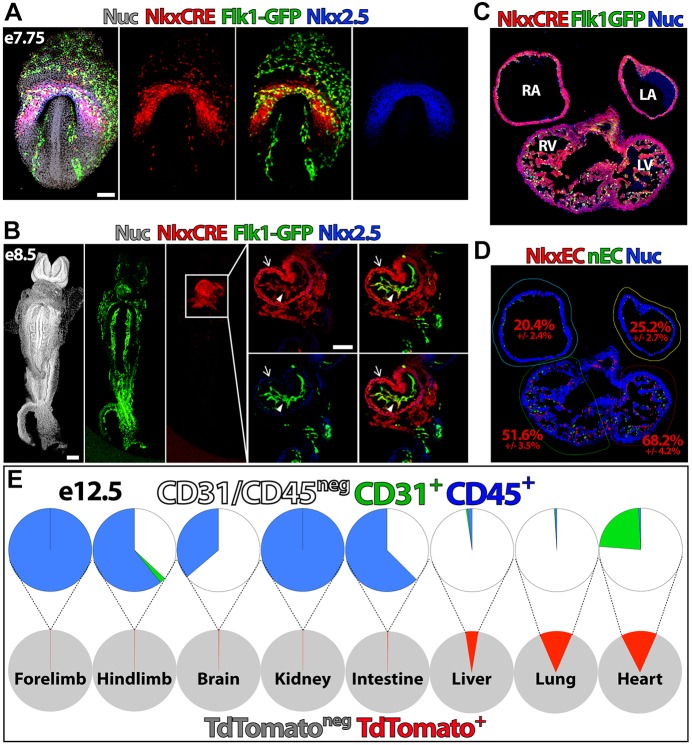
**Nkx2.5-expressing progenitors contribute significantly to endocardial ECs.** (A,B) *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^ mouse embryos were isolated at E7.75 (A) and E8.5 (B), enabling specific identification of cells derived from Nkx2.5-expressing progenitors (red) and ECs (green). In B, arrows indicate myocardium and arrowheads indicate endocardium. (C,D) Cryosections of E11.5 heart with colocalization masking enabling quantification of the NkxEC:nEC ratio. (E) Organs isolated from *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^ embryos at E12.5 were dissociated and the distribution of NkxECs (green) and CD45^+^ cells (blue) was quantified within the tdTomato^+^ population (red). LA, left atrium; LV, left ventricle; RA, right atrium; RV, right ventricle; Nuc, nuclei staining. Scale bars: 100 µm.

### RNA-sequencing (RNA-seq) of NkxECs reveals reduced Wnt activation and a tip cell phenotype

Resolution of hPSC derivatives precisely at the interface of CPC and NkxEC fate enables identification of candidate signaling pathways that might play an inductive role in vascular specification within the heart. To define molecular hallmarks that are unique to NkxECs and identify signaling pathways that play a role in the specification of endocardial fate, we compared RNA-seq profiles of human umbilical vein ECs (HUVECs) with that of CP/CMs, NkxECs and nECs at day 7 of differentiation (Fig. 3). 

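CP/CMs, NkxECs and nECs were sorted at day 7 from the NKX2.5 eGFP/w hPSC line, a human embryonic stem cell line in which green fluorescent protein reports NKX2.5 and the VPr fragment of the CDH5 promoter drives mOrange in ECs. CP/CMs expressed the NKX2.5 reporter without VPr or CD31, NkxECs expressed the NKX2.5 reporter with VPr and CD31, and nECs expressed VPr and CD31 without the NKX2.5 reporter. The 3 samples of each of these 3 populations were analysed, and the HUVEC samples were not used here. The authors prepared libraries from poly(A) RNA, aligned paired-end reads to GRCh38 with STAR, counted reads per gene with htseq and analysed the counts in edgeR. The values they deposited for 19398 genes are counts fitted by a model and rounded to whole numbers, not the reads counted. The fitted counts summed to 30568950, 33321493 and 27585171 in CP/CM replicates 1, 2 and 3, to 32739139, 29271988 and 27535009 in the NkxEC replicates and to 27184941, 31497051 and 30846514 in the nEC replicates. In CP/CMs, the fitted counts of replicates 2 and 3 were those of replicate 1 multiplied by 1.09 and 0.902 for 100% of genes within rounding. The nEC replicates differed in the same way, by factors of 1.16 and 1.13, and NkxEC replicate 2 was NkxEC replicate 1 multiplied by 0.894. NkxEC replicate 3 had fitted counts of its own, with 4.12% of genes within rounding of a constant multiple of replicate 1. The data therefore held 4 expression profiles, 1 for CP/CMs, 1 for nECs and 2 for NkxECs, called A (replicates 1 and 2) and B (replicate 3), and samples with the same profile were counted as 1. The spread between biological replicates of CP/CMs and of nECs cannot be seen in these values, so no p-values were computed. Differences were set against the difference between profiles A and B. Why replicate 3 has a profile of its own is not stated in the paper's text, so this difference is a reference for size and not a measured replicate error. The log2 ratio of B over A had a standard deviation of 0.66 for genes with a mean of 3 to 30 fitted counts, 0.26 for 100 to 300 and 0.087 for 4000 or more. Fitted counts were scaled by the trimmed mean of M-values (TMM) to the mean total over the samples and are given as normalized fitted counts. Log2 fold changes were computed on log2(value + 1) and averaged over profiles A and B, and a gene was called different when it changed at least 2-fold in the same direction with both profiles. Of the genes, 19395 passed a filter of at least 10 fitted counts in at least 3 samples.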

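Distances between expression profiles were computed as the leading log2 fold change, the root mean square of the 910 largest log2 differences between a pair of profiles. The distance between NkxEC profiles A and B was 0.91. NkxECs lay 2.11 (profile A) and 2.22 (profile B) from nECs and 4.24 and 4.47 from CP/CMs, and CP/CMs lay 3.79 from nECs. The smallest distance between populations was thus 2.33 times the distance between the NkxEC profiles, and this ratio moved most, to 2.81, when the same genes were used for every pair of profiles. Between NkxECs and nECs, 1096 of 19395 genes differed at least 2-fold with both NkxEC profiles, 717 of them higher and 379 lower in NkxECs. Requiring at least 10 fitted counts in every sample moved these counts most among the alternatives set before the data were examined, to 584 higher and 174 lower. Between CP/CMs and NkxECs, 1961 genes were higher and 1839 lower in CP/CMs. Which of these counts was larger depended on the processing. With at least 10 fitted counts in every sample, 1357 were higher and 1519 lower. More genes were lower also without replicate 1, 2 or 3, and more were higher under the other alternatives. Leaving out replicate 1 or 2 left every profile in place. The filter still required 3 samples, so genes with at least 10 fitted counts in only 1 population were dropped. These settings act through the filter and say nothing of variation between replicates. Between the NkxEC profiles themselves, 61 genes were at least 2-fold higher and 210 at least 2-fold lower in profile B than in profile A. Of the genes behind the sort, NKX2-5 (ENSG00000183072, chromosome 5 of GRCh38 from 173232109 to 173235357) had 1470 normalized fitted counts in CP/CMs, 974 and 836 in NkxEC profiles A and B, and 503 in nECs. CDH5 (ENSG00000179776, chromosome 16 from 66366622 to 66404786), whose promoter drives the VPr reporter, had 361 in CP/CMs, 50041 and 54023 in NkxECs and 29041 in nECs. PECAM1, which encodes CD31 (ENSG00000261371, chromosome 17 from 64319415 to 64413776), had 283 in CP/CMs, 27090 and 30275 in NkxECs and 17143 in nECs. PECAM1 overlaps a Y RNA gene on its own strand. Each of these differences between populations was larger than the difference between the NkxEC profiles.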

Three biological replicates of each population were isolated by FACS for RNA isolation and sequencing and an expression MDS plot revealed clear differentiation between all four populations (Fig. 3A), with direct comparison of NkxECs with nECs revealing the unique character of NkxECs. 

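Asterisks in Fig. 3B mark 8 genes, and all 8 had more normalized fitted counts in both NkxEC profiles than in nECs. The authors chose the genes of Fig. 3B from these same samples, so this direction is a recomputation and not independent evidence. ESM1 (ENSG00000164283, chromosome 5 of GRCh38 from 54977864 to 55022671) had 18448 in NkxEC profile A, 15858 in profile B and 455 in nECs, a log2 fold change of 5.23. APLN (ENSG00000171388, chromosome X from 129645259 to 129654937) had 2263 and 1627 in NkxECs and 108 in nECs, a log2 fold change of 4.14. CXCR4 (ENSG00000121966, chromosome 2 from 136114349 to 136118165) had 9435 and 10458 in NkxECs and 801 in nECs. The log2 fold changes of CXCR4, MMP9, ANGPT2, NOTCH4, AQP1 and DLL4 were 3.63, 2.92, 2.51, 2.22, 1.97 and 1.96. The 8 genes were not all restricted to ECs, as AQP1 had 2041 normalized fitted counts in CP/CMs against 279 and 274 in NkxECs. The paper does not state whether reads were counted by strand, and ANGPT2 overlaps MCPH1 and MMP9 overlaps SLC12A5-AS1 on the opposite strand, while NOTCH4 overlaps GPSM3, ESM1 a noncoding gene and AQP1 a readthrough gene on their own strand. Lists of tip cell and Notch pathway genes were also compared between NkxECs and nECs. Of 22 tip cell genes, 20 were higher in both NkxEC profiles and 2 were lower, with a median log2 fold change of 0.89. Without the 6 that Fig. 3B holds, which were picked from these samples, 14 of 16 were higher, with a median of 0.69. Of 17 Notch pathway genes, 4 of them in Fig. 3B, 16 were higher and 1 was lower, with a median of 1.12. Each of these medians lay above those of all 10000 random lists of the same size matched on mean expression, which describes these samples and is not a test across replicates. Endothelial genes in general rose by a similar amount, with 14 of 16 higher and a median of 0.79, so the rise of the tip cell list is not shown to exceed theirs.

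**Figure D1:**
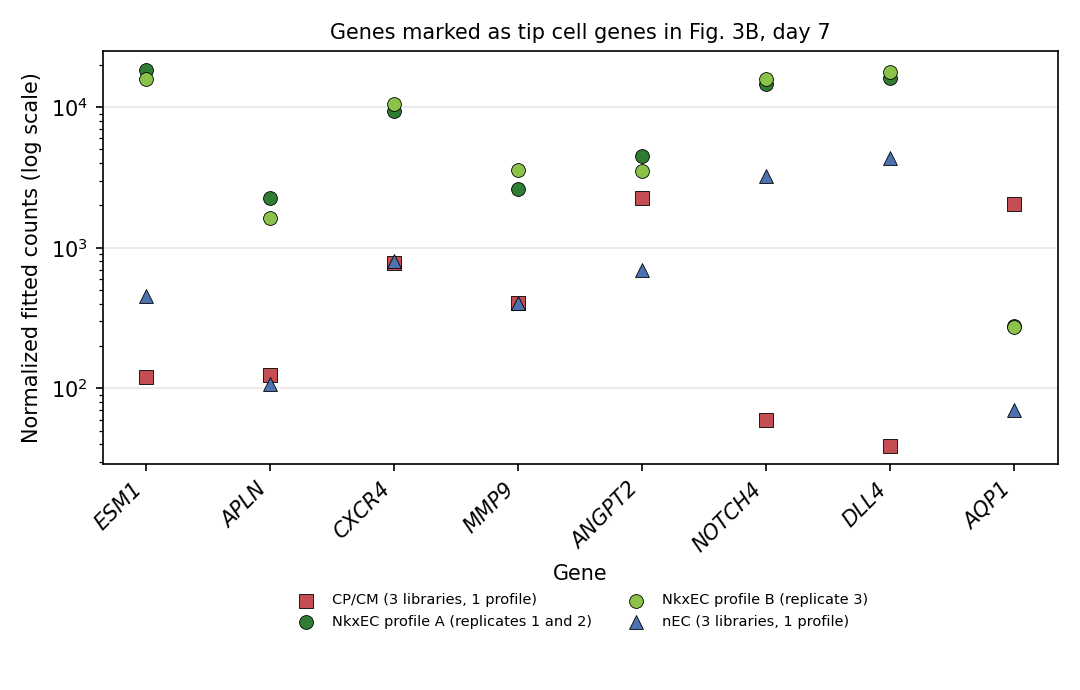
Normalized fitted counts (y axis, log scale) of the 8 genes marked by asterisks in Fig. 3B (x axis) in CP/CMs (squares), NkxEC profiles A and B (dark and light circles) and nECs (triangles). Each point is 1 profile and no error bars can be drawn, and the 2 circles of every gene lie above its triangle, while AQP1 is highest in CP/CMs at 2041.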

Among the top 100 genes upregulated in NkxECs (Fig. 3B) were numerous genes that have been linked to Notch signaling/tip cell phenotype (del Toro et al., 2010). Additionally, among transcripts known to be related to Wnt signaling (KEGG database), CP/CMs were highly enriched for targets of canonical Wnt (arrowheads, Fig. 3C) as well as canonical and non-canonical inhibitors (asterisks, Fig. 3C), all of which were significantly reduced upon acquisition of NkxEC fate.

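Fig. 3C marks 9 genes by arrowheads or asterisks, and all 9 had more normalized fitted counts in CP/CMs than in both NkxEC profiles. The paper reported this direction from these same samples, so it is a recomputation and not independent evidence. Among the targets of canonical Wnt, LEF1 (ENSG00000138795, chromosome 4 of GRCh38 from 108047545 to 108168956) had 4952 in CP/CMs and 1039 and 888 in NkxEC profiles A and B, a log2 fold change of 2.36. AXIN2 (ENSG00000168646, chromosome 17 from 65528563 to 65561647) had 505 in CP/CMs and 202 and 197 in NkxECs, a log2 fold change of 1.34. CCND1 (ENSG00000110092, chromosome 11 from 69641087 to 69654474) had 21886 in CP/CMs and 13410 and 11911 in NkxECs, a log2 fold change of 0.79 and under 2-fold. Among the genes that the paper marks by asterisks as inhibitory, SFRP2 (ENSG00000145423, chromosome 4 from 153780592 to 153789120) had 677 in CP/CMs and 18.0 and 18.2 in NkxECs. This was the largest log2 fold change of the 9 at 5.15. FZD5, NKD1 and DKK1 had log2 fold changes of 2.71, 2.24 and 2.14. The largest shift of these 7 genes under another processing choice was in FZD5, to 2.94 without replicate 3. The difference from CP/CMs exceeded the difference between the NkxEC profiles for each of the 9 genes. All 9 were also lower in nECs than in CP/CMs, although DKK1 had 563 in nECs against 760.3 in CP/CMs. DKK1 overlaps PRKG1-AS1, LEF1 overlaps LEF1-AS1 and CCND1 overlaps LTO1, in each case on the opposite strand, AXIN2 overlaps a readthrough gene on its own strand, and NKD1 overlaps unnamed genes on both strands. Of 15 other canonical Wnt targets outside Fig. 3C, 15 were higher in CP/CMs than in both NkxEC profiles and 13 at least 2-fold, with a median log2 fold change of 1.81, above 10000 of 10000 random lists matched on mean expression. Some of these 15 were near the floor in NkxECs, with 5.02 and 6.83 for TBXT, 6.03 and 5.69 for SP8 and 8.51 and 7.97 for NOTUM. The CP/CM samples also held transcripts of pluripotency and endoderm genes. Whether cells of those types contributed to the Wnt targets cannot be told from these values. The paper states that Wnt activation was reduced in NkxECs (Fig. 3), and it goes on to test the role of Wnt in vascular commitment.

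**Figure D2:**
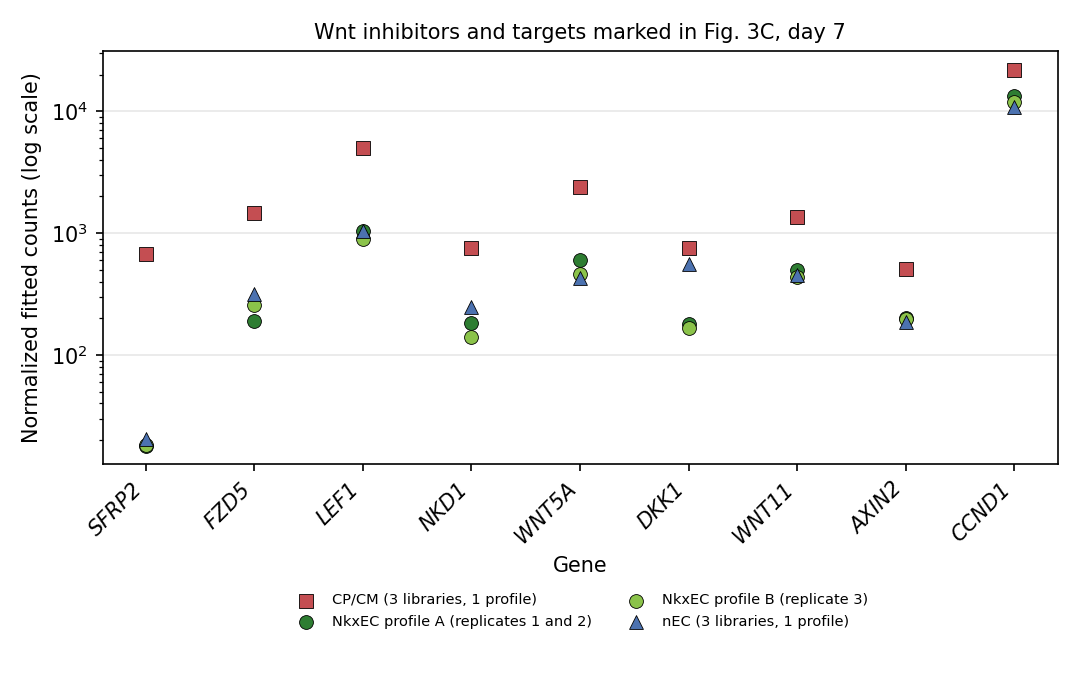
Normalized fitted counts (y axis, log scale) of the 9 genes marked in Fig. 3C (x axis) in CP/CMs (squares), NkxEC profiles A and B (dark and light circles) and nECs (triangles). Each point is 1 profile and no error bars can be drawn, and the square of every gene lies above its 2 circles and its triangle, with the smallest gap to the circles in CCND1.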

**Fig. 3.**
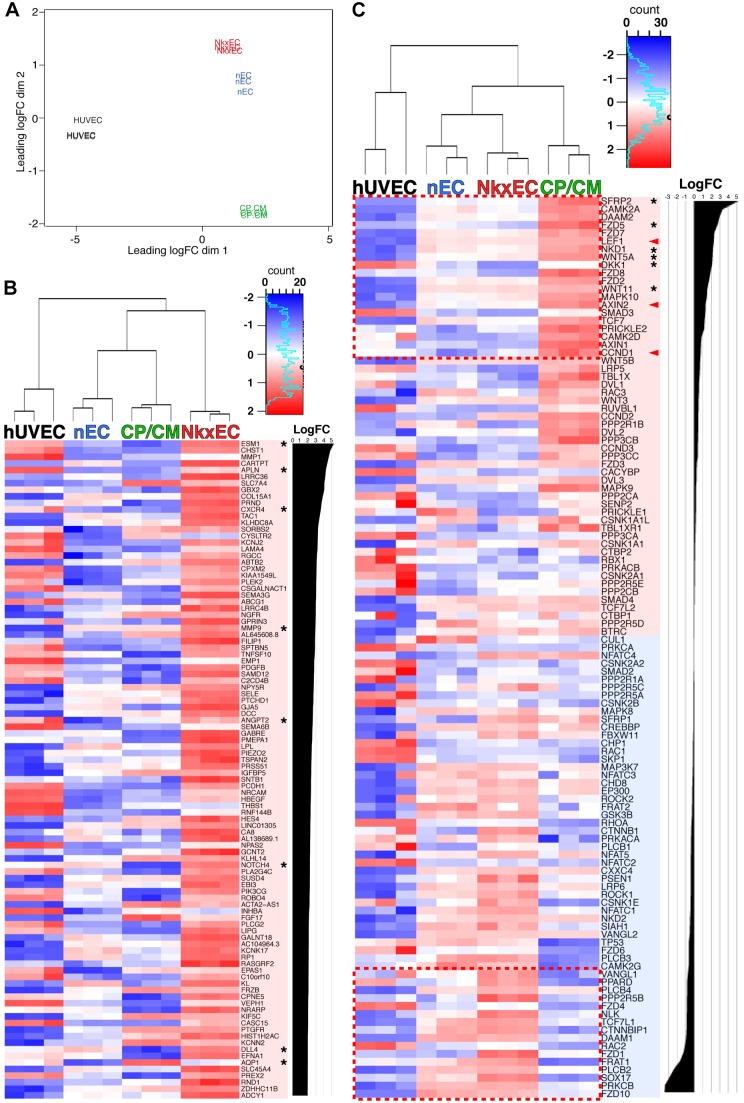
**RNA-seq of NkxECs reveals reduced Wnt activation and tip cell phenotype.** (A) RNA-seq was performed on biological triplicate samples of HUVECs, CP/CMs, NkxECs and nECs; an expression MDS plot showing clear differentiation between the four cell types is shown. (B) Heatmap showing the top 100 genes that were upregulated in NkxECs relative to nECs. (C) Heatmap showing a KEGG list of Wnt pathway components with transcripts listed according to log fold change (FC) of CP/CMs over NkxECs. Asterisks (B) specify genes known to be highly expressed in endothelial tip cells or (C) specify Wnt effectors known to play an inhibitory function. Arrowheads (C) specify canonical Wnt target genes. *P*<1×10^−5^ for all transcripts in B; the dashed boxes (C) shows transcripts that are significantly increased (upper) or decreased (lower) in CP/CMs relative to NkxECs (*P*<0.05).

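Of the 100 genes in Fig. 3B, 97 were matched by symbol to a gene with fitted counts, and all 97 were higher in both NkxEC profiles than in nECs. The authors chose them as upregulated in these same samples, so their direction and order are a recomputation and not independent evidence. Their log2 fold changes ran from 1.82 to 5.23, with a median of 2.45. Across the 97 genes, which are not independent replicates, the order in the heatmap and the recomputed log2 fold change had a Spearman's rho of 0.97. With at least 10 fitted counts required in every sample, 85 of the 97 genes were left to compare. Of the genes in the heatmap, 65 were among the 100 largest rises of all genes and 83 were among the 100 largest rises of genes with a mean of at least 100 fitted counts. Outside the heatmap, 91 genes had a log2 fold change at or above the smallest in it, 18 of them with a mean of at least 100 fitted counts, but the P-value condition of the legend could not be applied to them. After ESM1, the largest rises among genes with that mean were those of CHST1, MMP1 and CARTPT, with log2 fold changes of 4.74, 4.65 and 4.43. MMP1 overlaps WTAPP1 and CHST1 an unnamed gene on the opposite strand. CP/CMs had the highest normalized fitted count of the 4 profiles for 13 of the 97 genes.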

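All 113 genes in Fig. 3C were matched to fitted counts, and the order in the heatmap and the recomputed log2 fold change of CP/CMs over NkxECs had a Spearman's rho of 0.999 across these genes, which are not independent replicates. The authors ordered and boxed the genes on these same samples, so the order and the directions within the boxes are a recomputation and not independent evidence. In the upper dashed box, 20 of 20 genes were higher in CP/CMs than in both NkxEC profiles and 17 were at least 2-fold higher, with a median log2 fold change of 1.82. In the lower dashed box, 16 of 16 genes were lower in CP/CMs and 7 were at least 2-fold lower, with a median log2 fold change of -0.91 and a range from -0.72 in VANGL1 to -3.39 in PRKCB. For the genes of both boxes, the difference between CP/CMs and NkxECs exceeded the difference between the NkxEC profiles. Of the 77 genes between the boxes, 35 were higher and 37 lower in CP/CMs, none at least 2-fold, with log2 fold changes from -0.64 to 0.70. All 20 genes of the upper box were also higher in CP/CMs than in nECs, and 15 of the 16 genes of the lower box were also lower. The P-values of the legend could not be computed from the fitted counts.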

### Enforced Wnt inhibition promotes NkxEC fate from hPSC-derived CPCs

To address the role of Wnt during vascular commitment of hPSC-derived CPCs, we augmented published protocols for cardiovascular differentiation by extending 2 days of Wnt inhibition to 5 days (Fig. 4A). Relative to control conditions, prolonged Wnt inhibition promoted an increased proportion of NkxECs and total ECs at the expense of CP/CMs (Fig. 4B,C). To isolate the effect of Wnt signal inhibition on the NKX2.5-expressing progenitor population, we purified CP/CMs by FACS at day 7 and exposed them to pharmacological modulators of Wnt signaling in escalating concentrations (Fig. 4D). Inhibition (Endo-IWR1) or activation (CHIR99021) of Wnt signaling increased or decreased, respectively, the percentage of ECs within the CP/CM-derived population. An alternative inhibitor of Wnt signaling, XAV-939, also increased the percentage of ECs arising from isolated CP/CMs (Fig. 4E).

**Fig. 4.**
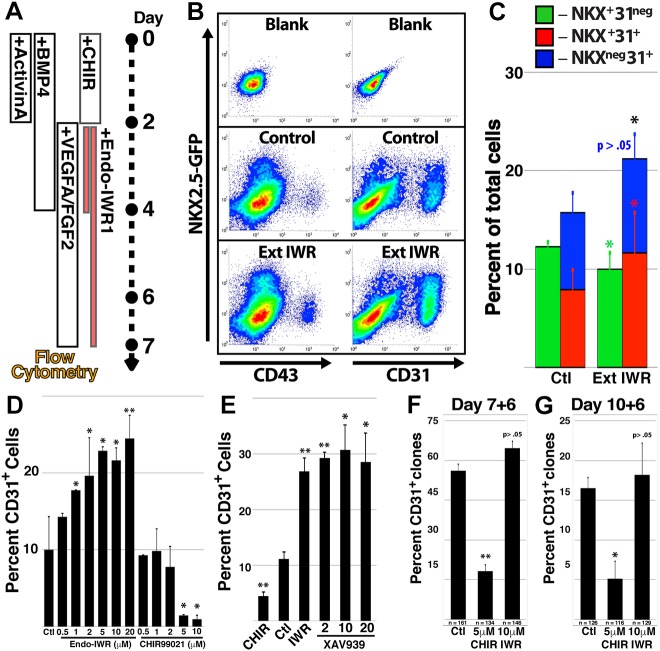
**Enforced Wnt inhibition promotes NkxEC fate from hPSC-derived CPCs.** (A-C) hPSCs were sequentially stimulated with factors that promote cardiovascular differentiation with the Wnt inhibitor Endo-IWR1 included for 2 days (days 2-4) or for an extended period (days 2-7). Colored contour plots showing representative flow cytometry measurements of the two conditions at day 7 (B) and quantification of the CP/CM, NkxEC and nEC populations (C). (D) CP/CMs were isolated at day 7 of differentiation and cultured for an additional 5 days in different concentrations of Endo-IWR1 or CHIR99021. The percentage of CD31^+^ cells in resultant cultures was determined by flow cytometry. (E) Day 7 CP/CMs were isolated and cultured in increasing concentrations of the Wnt inhibitor XAV-939. The percentage of CD31^+^ cells was quantified after 5 days. (F,G) CP/CMs were isolated at day 7 (F) or 10 (G) of differentiation and plated at clonal density. Clones exhibiting the presence of EC derivatives after 6 days were quantified in response to control, CHIR99021 or Endo-IWR1 conditions. Error bars represent s.d. between eight (C) or six (D,E) biological replicates or (F,G) between three groups of clones with the aggregate number of clones for all three groups shown beneath the bar. *P<0.05, **P<0.01, relative to control conditions.

The gold standard for demonstration of multipotency and lineage selection in cell culture is isolation and tracking of single-cell clones. To test the effect of Wnt signal inhibition at a clonal level, we distributed CP/CMs at serial dilution into culture conditions in which Wnt signaling was activated or inhibited (Fig. 4F,G). FACS deposition (see Materials and Methods) resulted in clonal outgrowths from 10.2% and 8.6% of cells isolated from day 7 (Fig. 4F) and 10 (Fig. 4G) of differentiation, respectively, and these cells were split into three groups that were cultured in medium containing VEGFA alone or combined with CHIR99021 or Endo-IWR1. After 6 days, clonal outgrowths were assessed for EC content. The percentage of clones containing ECs was significantly lower for CP/CMs isolated at day 10, perhaps reflecting a reduced volume of CPCs within the CP/CM population at later stages. Importantly, the percentage of clones that contained ECs was lower following Wnt activation at either time point, and although the percentage of EC-containing clones was only slightly increased following Wnt inhibition, it is possible that plating cells at clonal density effectively eliminates the paracrine signaling impetus present in multicellular culture, resulting in de facto Wnt inhibition under these conditions.

### Cardiac-specific gain/loss of Wnt function modulates vascular fate *in vivo*

To determine whether Wnt signaling is linked to cardiac EC specification *in vivo*, we crossed *TCF/Lef:H2B-GFP* mice (Ferrer-Vaquer et al., 2010), which provide single-cell resolution of Wnt signaling status, with a strain carrying an EC-specific Cre recombinase [*VEC-Cre* (Chen et al., 2009), referred to here as *Cdh5*^Cre^] and *Rosa*^tdTom^ (Madisen et al., 2010). Within the cardiac crescent of these embryos at ∼E8.0 (Fig. 5A), Wnt was variably activated; however, nascent ECs were uniformly negative for H2B-GFP, apart from rare cells (arrow, Fig. 5A) in which H2B-GFP was faintly observed. Wnt activation and EC identity were also mutually exclusive upon establishment of endocardial ECs at E8.5 (Fig. 5B) and later in ECs within the ventricles of the E11.5 heart (Fig. 5C).

**Fig. 5.**
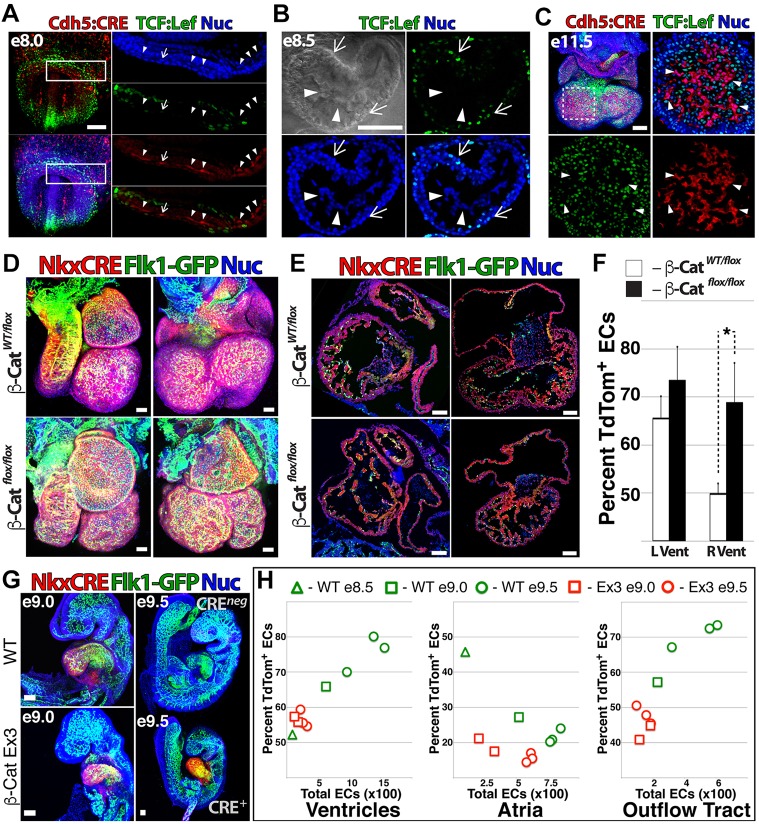
**Cardiac-specific gain/loss of Wnt function modulates vascular fate *in vivo*.** (A-C) Whole-mount confocal images of *TCF/Lef:H2B-GFP;Cdh5*^Cre^*;Rosa*^tdTom^ mouse embryos at E8.0 (A) and E8.5 (B) and isolated heart at E11.5 (C). Arrowheads (A-C) indicate ECs; arrows indicate (A) an EC that is faintly positive for *TCF/Lef:H2B-GFP* or (B,C) *TCF/Lef:H2B-GFP*^+^ cells. (D,E) The β-catenin^LOF^ strain was crossed with *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^ mice to generate embryos with heterozygous and homozygous ablation of β-catenin. *z*-stack projections are compared (D) and sagittal and coronal sections are shown (E). (F) The percentage of NkxECs was quantified for the left and right ventricles of β-catenin^LOF^ versus heterozygous littermates. Error bars represent s.d. between five biological replicates. *P<0.05. (G,H) β-catenin^GOF^ males were crossed with *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^ females to generate embryos with constitutively active Wnt signaling in the heart. β-catenin^GOF^ embryos versus control littermates are shown at E9.0 and E9.5 (G) and total EC number and percentage NkxECs were measured for ventricles, atria and outflow tract of β-catenin^GOF^ versus control littermate hearts between E8.5 and E9.5 (H). Scale bars: A-E,G, 100 µm.

To measure the effect of cardiac-specific gain or loss of Wnt function on the NkxEC:nEC ratio, we crossed *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^ mice with *Ctnnb1*^Exon3^ mice (Harada et al., 1999) (β-catenin^GOF^) and *Ctnnb1*^flox/flox^ mice (Brault et al., 2001) (β-catenin^LOF^). At E11.5, β-catenin^LOF^ embryos were grossly normal, but showed malformed atria, reduced ventricular cell density and septal defects (Fig. 5D,E, Movie 3). Quantification of EC volume in cryosections revealed an increased percentage of NkxECs in the right ventricle (Fig. 5F). β-catenin^GOF^ embryos were grossly aberrant at E11.5 (Movie 4) and clear differences relative to control littermates began to manifest at E9.0, with affected embryos exhibiting smaller size, defective heart looping and reduced vascular density within the heart (Fig. 5G, Movies 5,6). In contrast to the increased percentage of NkxECs present in β-catenin^LOF^ hearts, β-catenin^GOF^ hearts showed the reverse trend beginning at E9.0, with a significantly reduced total EC number and proportion of NkxECs in ventricles, atria and outflow tract of looping hearts (Fig. 5H).

### Non-canonical Wnts promote vascular specification of hPSC-derived CP/CMs

In search of physiological influences that govern vascular specification within the heart, we examined global transcriptional analysis of NkxECs. In addition to downstream targets of Wnt activation, the two major ligands that mediate a non-canonical inhibitory influence on Wnt signaling, WNT5A and WNT11, were enriched in CP/CMs (Fig. 3C). 

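WNT5A (ENSG00000114251, chromosome 3 of GRCh38 from 55465715 to 55490539) had 2409 normalized fitted counts in CP/CMs, 597 and 459 in NkxEC profiles A and B, and 432 in nECs. Its log2 fold change in CP/CMs was 2.01 over profile A and 2.39 over profile B. WNT11 (ENSG00000085741, chromosome 11 from 76186325 to 76210736) had 1356 normalized fitted counts in CP/CMs, 498 and 433 in NkxECs, and 456 in nECs. Its log2 fold change in CP/CMs was 1.44 over profile A and 1.65 over profile B. For each gene the difference between CP/CMs and NkxECs was larger than the difference between the NkxEC profiles. WNT5A overlaps WNT5A-AS1 and WNT11 overlaps a noncoding gene, each on the opposite strand.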

Based on these data we hypothesized that non-canonical paracrine signaling elaborated by the expanding pool of CP/CMs might function to inhibit Wnt activation, thereby balancing proliferation with vascular specification. To test this, we FACS isolated CP/CMs at day 6 and cultured them in the presence of recombinant WNT5A and WNT11. Similarly to Endo-IWR1, CP/CMs cultured with WNT5A and WNT11 generated significantly increased CD31^+^ ECs at the expense of NKX2.5^+^ CD31^neg^ derivatives at 3 and 6 days post isolation (Fig. 6A,B).

**Fig. 6.**
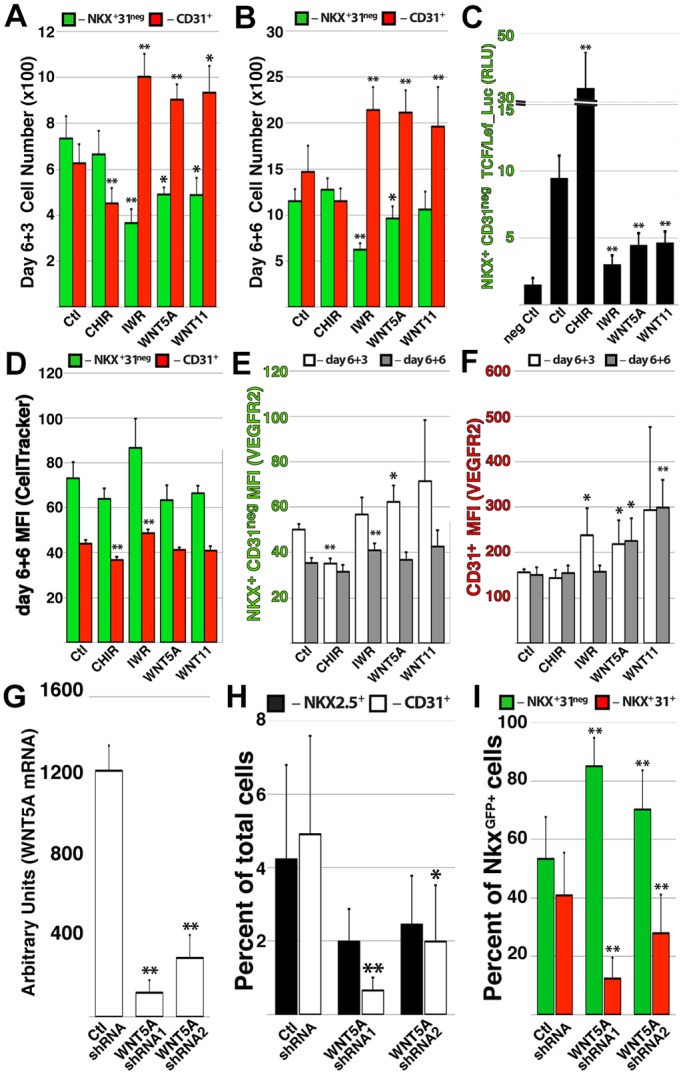
**Non-canonical Wnt signaling promotes vascular specification of hPSC-derived CPCs.** (A,B) The CP/CM population was isolated at day 6 and cultured in the presence of CHIR99021, Endo-IWR1 or recombinant WNT5A or WNT11; the total number of NKX2.5^GFP+^ CD31^neg^ and CD31^+^ cells was quantified after 3 (A) and 6 (B) days. (C) The CP/CM population was isolated at day 6 of differentiation and transduced with lentiviral particles containing a luciferase reporter driven by a *TCF/Lef*-based promoter; the activity of the reporter within NKX2.5^GFP+^ CD31^neg^ derivatives was measured after 4 days. (D-F) CP/CMs were isolated at day 6 of differentiation and incubated with CellTracker reagent to monitor cell proliferation; after 6 days in various growth conditions, the mean fluorescent intensity of the CellTracker reagent was measured among NKX2.5^GFP+^ CD31^neg^ and CD31^+^ derivatives. (E,F) Following 3 or 6 days of CP/CM culture in various conditions, the mean fluorescent intensity of FLK1 was measured on NKX2.5^GFP+^ CD31^neg^ (E) and CD31^+^ (F) derivatives. (G-I) Endogenous *WNT5A* transcript level was reduced in hPSCs using lentiviral shRNA (G), resulting in a reduced percentage of ECs among hPSC derivatives (H) and a reduced proportion of ECs within the NKX2.5^GFP+^ population (I). Error bars represent s.d. between six (A-F) or five (G-I) biological replicates. *P<0.05, **P<0.01.

Supporting the inhibitory effect of these non-canonical ligands on Wnt activation status, CP/CMs transduced with a lentiviral reporter based on the Wnt-responsive *TCF/Lef* promoter element exhibited a decrease in activity in the presence of WNT5A and WNT11 that was comparable to that caused by Endo-IWR1 (Fig. 6C). Expansion of CP/CM-derived ECs in the presence of WNT5A and Wnt11 did not occur via proliferative expansion, as CellTracker reagent introduced into CP/CMs upon their isolation was retained at levels equal to that of the control (Fig. 6D). However, surface expression of FLK1 was increased in response to WNT5A, resulting in increased mean fluorescence intensity of signal in resultant ECs (Fig. 6E,F). Finally, knockdown of endogenous *WNT5A* via lentiviral shRNA during hPSC differentiation (Fig. 6G) decreased the percentage of total ECs among differentiated derivatives (Fig. 6H), while increasing the yield of CP/CMs at the expense of NkxECs within the NKX2.5^GFP+^ population (Fig. 6I).

### Wnt5a gain of function enhances vascular specification of Nkx2.5-expressing CPCs

To elaborate on *in vivo* gain- and loss-of-function experiments (Fig. 5) and assess the role of non-canonical Wnt signaling in directing vascular fate of CPCs, we crossed *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^ mice with the *Igs1^tm6(CAG-Bgeo,-Wnt5a)Nat^* (*Wnt5a*^GOF^; see Materials and Methods) and *Wnt5a*^flox/flox^ (Ryu et al., 2013) strains, enabling constitutive expression or deletion of *Wnt5a* in Nkx2.5-expressing cells and their derivatives (Fig. 7). Live-born pups containing *Nkx2.5*^Cre^ and *Wnt5a*^GOF^ or *Wnt5a*^flox/flox^ alleles were not observed (data not shown). Examination of E12.5 *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^*;Wnt5a*^GOF^ embryos revealed malformed atria, reduced ventricular cell density and septal defects (Fig. 7A, Movie 7). Quantification of ECs via colocalization masking in the ventricles of mutant versus wild-type littermates revealed an increased ratio of NkxECs in *Wnt5a*^GOF^ hearts (Fig. 7B), whereas the incidence of mitotic cells in *Wnt5a*^GOF^ hearts was reduced (Fig. 7C). Notably, *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^*;Wnt5a*^flox/flox^ analyzed at E13.5 also exhibited septal defects and aberrant development of the right ventricle (Fig. 7D), but the relative enrichment of NkxECs observed in the context of *Wnt5a*^GOF^ was reversed (Fig. 7E). However, the reduction in NkxECs in ventricles of *Wnt5a*^flox/flox^ hearts was not significant and proliferation was not affected (Fig. 7F), suggesting potential compensation for loss of Wnt5a by the closely related Wnt11.

**Fig. 7.**
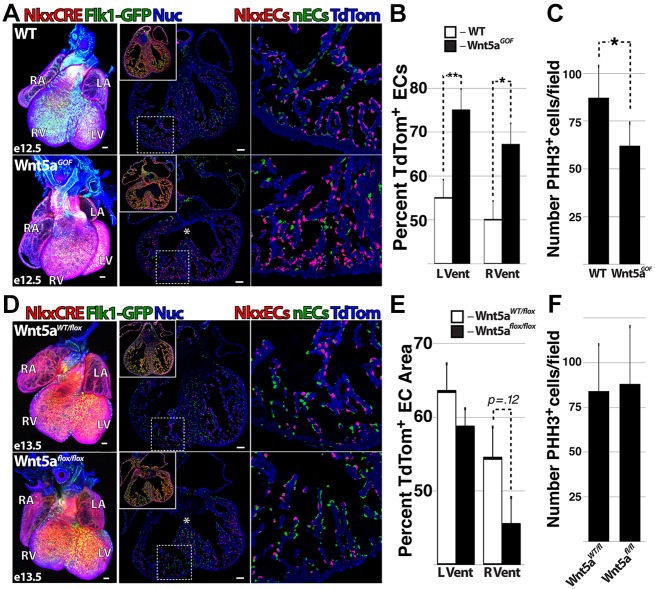
**Wnt5a gain of function enhances vascular specification of Nkx2.5-expressing CPCs.** (A-C) *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^ mice were crossed with the *Wnt5a*^GOF^ strain. Whole-mount and coronal views of control and *Wnt5a*^GOF^ hearts at E12.5 (A), and the percentage of NkxECs (B) and frequency of phospho-histone H3-positive cells per field (C) were quantified in control and *Wnt5a*^GOF^ hearts. (D-F) *Flk1-GFP;Nkx2.5*^Cre^*;Rosa*^tdTom^ mice were crossed with the *Wnt5a*^flox/flox^ strain. Whole-mount and coronal views of *Wnt5a*^WT/flox^ and *Wnt5a*^flox/flox^ hearts at E13.5 (D), and the percentage of NkxECs (E) and frequency of phospho-histone H3-positive cells per field (F) were quantified in *Wnt5a*^WT/flox^ and *Wnt5a*^flox/flox^ hearts. Error bars represent s.d. between five biological replicates; in C,F counting 1 out of every 12 sections (10 µm thickness). Colocalization threshold masks denoting NkxECs (red) and nECs (green) are shown (A,D), with merged fluorescence images shown in the inset. Regions within dashed boxes (A,D) are magnified to the right. Asterisks indicate septal defects in mutant mice. Scale bars: 100 µm.

## DISCUSSION

Owing to the multiphasic influence of the Wnt pathway during embryogenesis, as well as the diversity of signaling modulators that function during development, clearly defining the role of Wnt at each milestone of cardiogenesis presents a major challenge. Here, we interrogated the role of the Wnt pathway in specifying endothelial derivatives of embryonic CPCs and demonstrated a differential influence of Wnt signaling in regulating the growth and vascular specification of CPCs during mouse cardiogenesis and cardiac differentiation of hPSCs. By combining recombinase-based fate mapping and cardiac-specific perturbations of Wnt signaling with *in vitro* modulation of Wnt signaling in hPSC differentiation cultures, we linked inhibition of Wnt signaling with acquisition of vascular fate, and identified a novel mechanism of cardiac neovascularization that is mediated by paracrine modulation of Wnt signaling in CPCs (Fig. 8).

**Fig. 8.**
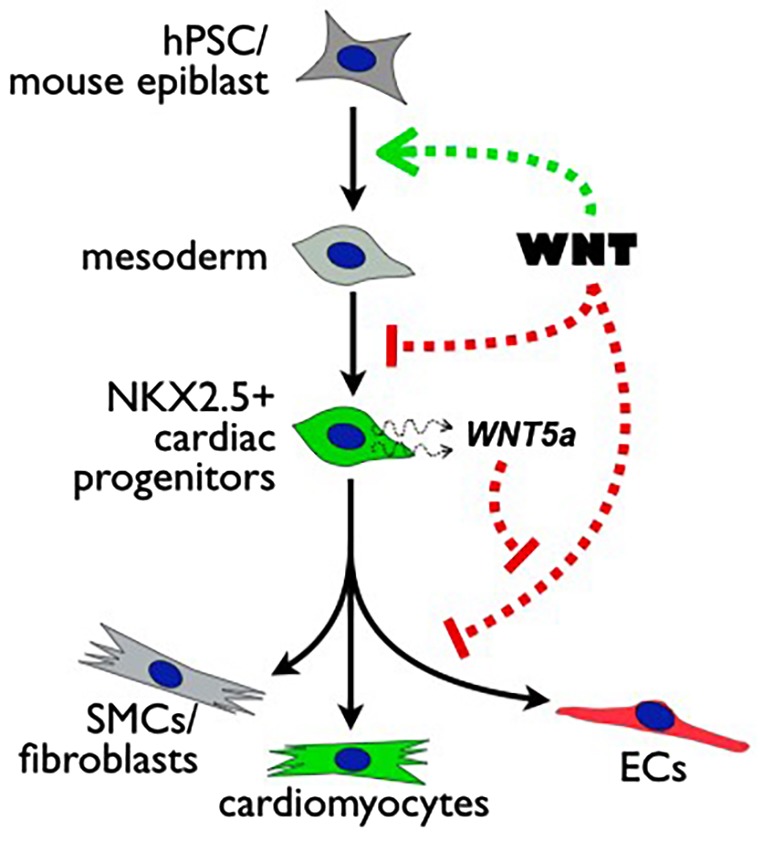
**Multiphasic function of intersection of canonical and non-canonical Wnt signaling during cardiovascular lineage diversification.** Wnt plays multiple roles during differentiation of pluripotent cells within the cardiovascular lineage. Wnt signaling initially directs pluripotent cells toward cardiac mesoderm, but is later inhibited during specification of cardiac progenitor cells expressing Nkx2.5. Subsequently, inhibition of Wnt signaling within the Nkx2.5^+^ pool via non-canonical Wnt5a promotes vascular specification.

The cellular origins of the coronary vasculature and its developmental patterning are relatively unexplored areas that have important implications for treatment of cardiovascular disease. Although endocardium has previously been thought to provide negligible contribution to myocardial vessels (Ishii et al., 2009), numerous groups have since demonstrated that endocardium undergoes angiogenic sprouting to generate endothelial networks within the coronary vascular tree (Del Monte and Harvey, 2012; Wu et al., 2012; Zhang and Zhou, 2013). Indeed, endocardial ECs in the fetal human heart have been shown to exhibit tip cell behavior, with endothelial networks in the myocardium sprouting from endocardial progenitors (Rusu et al., 2015). Therefore, increased expression of transcripts related to Notch signaling and tip cell phenotype in hPSC-derived NkxECs (Fig. 3B) might derive from an angiogenic impetus that is native to endocardium. Notch is known to provide a unique regulatory input in endothelial tip cells during neoangiogenesis (Benedito et al., 2009), and precise temporal regulation of Notch signaling between endocardium and myocardium coordinates ventricular patterning with coronary vessel development (D'Amato et al., 2016). Application of hPSC-derived endocardium in cell-based *in vitro* models of endocardial/myocardial crosstalk might provide a means of dissecting mechanisms of cardiac neovascularization and repair.

Although few studies have examined the effect of Wnt signal modulation on vascular specification of CPCs, pan-EC recombination strategies using Tie2-Cre and Cdh5-Cre mice have examined the effect of EC-specific gain/loss of β-catenin function (Corada et al., 2010). Although these mutations are not specifically targeted to heart vasculature, Corada et al. (2010) attributed the lethal phenotype of β-catenin^GOF^ embryos to increased Notch signal activation, which has been shown to reduce expression of Flk1 (Vegfr2 or Kdr) (Suchting et al., 2007; Williams et al., 2006). Given the essential role of Notch in tip cells during neoangiogenesis (Benedito et al., 2009), increased expression of tip cell genes in NkxECs (Fig. 3B) might reflect a role for Notch during vascular specification of CP/CMs. Indeed, Flk1 is an essential mediator of EC identity and absolutely required for acquisition of EC fate (Shalaby et al., 1997), so Wnt crosstalk with Flk1 via Notch could indirectly influence vascular specification of CP/CMs. Lower levels of FLK1 in CP/CMs cultured with CHIR99021 (Fig. 6E) and increased FLK1 in response to WNT5A or WNT11 (Fig. 6F) are consistent with an influence of Wnt signal activation on FLK1 in hPSC-derived CP/CMs. However, further experiments will be required to precisely define the mechanistic link between Wnt, Notch and FLK1 at the interface of CPC and EC identity.

Multiple studies have investigated the effect of β-catenin gain/loss of function during murine cardiogenesis (Klaus et al., 2007; Kwon et al., 2007). These studies revealed the multiphasic nature of Wnt, with loss of β-catenin later in cardiogenesis resulting in diminished right ventricles (derived from second heart field), whereas left ventricles (derived from first heart field) are of normal size. β-catenin^LOF^ embryos described in the present study (Fig. 5D-F) recapitulated previously reported anatomical aberrations, but also displayed a shift in the NkxEC:nEC ratio toward NkxECs specifically in the right ventricle. Distinct EC subgroups within the embryonic heart are difficult to parse, as they are believed to arise from multiple populations, including pharyngeal mesoderm and progenitors within the first and second heart fields (Harris and Black, 2010; Vincent and Buckingham, 2010). Our measurements of EC ratio during mouse cardiogenesis identified a substantial contribution of both NkxECs and nECs to endocardium; however, NkxECs were relatively enriched in the left ventricle (derived primarily from first heart field). Combined with the fact that conditional ablation of β-catenin significantly increased the proportion of NkxECs only in the left ventricle, these data suggest that Nkx2.5-expressing progenitors make a more substantial contribution to left ventricular endocardium. A shortcoming of this study is the lack of correlative Cre-based strains that enable manipulation of the nEC compartment. However, the finding that Wnt5a gain of function increased the proportion of NkxECs in both ventricles suggests that Wnt inhibition via secreted non-canonical ligands amplifies specification of NkxECs and not nECs from their respective progenitor populations. This could stem from a differential response to Wnt signaling among EC-competent progenitors or could be due to the fact that nECs may originate from progenitors that have undergone vascular specification outside the region of Wnt5a expression.

Previous studies have demonstrated a requirement for Wnt5a and Wnt11 in cardiac development (Bisson et al., 2015; Cohen et al., 2012), and both ligands exert an inhibitory influence on Wnt signaling in cells expressing the receptor Ror2 (van Amerongen et al., 2012). Wnt5a expression has also been linked to β-catenin-mediated Wnt activation in epicardium: knockout of *Wt1* results in reduced expression of Wnt5a as well as β-catenin targets (von Gise et al., 2011); and Wnt activation is accompanied by upregulation of Wnt5a in transient fibrotic tissue that ultimately gives rise to regenerated cardiomyocytes following cryoinjury of neonatal heart (Mizutani et al., 2016). In the present study, inhibitory effectors of canonical and non-canonical Wnt signaling were significantly enriched in CP/CMs (Fig. 2B,C), and exposure to exogenous WNT5A and WNT11 in isolated CP/CMs, or ectopic Wnt5a in embryonic mouse heart, enriched for NkxECs (Fig. 5). Although a vascular phenotype in embryonic hearts of *Wnt5a* and/or *Wnt11* mutant mice has not been addressed, the data above suggest that non-canonical Wnt plays a role in not only morphogenesis and proliferation, but also vascular specification within embryonic heart.

Although there is no precedent for Wnt activation regulating FLK1 expression in CPCs, recent work has expanded the scope of Wnt signaling during cardiogenesis, elucidating its function in balancing the differentiation and proliferation of epicardial progenitor-like cells from hPSCs (Iyer et al., 2016; Witty et al., 2014). These studies demonstrate a transient growth phase following specification of CPCs, during which cells progress through proepicardial intermediates to self-renewing epicardial cells that generate smooth muscle cell (SMC) and fibroblast derivatives. Although differentiation of hPSC-derived epicardium to EC fate is negligible and numerous studies suggest that epicardium in development mostly contributes to cardiomyocytes, SMCs and fibroblasts (Cai et al., 2008; Zhou et al., 2008a), fate-mapping experiments have clearly demonstrated that the proepicardial organ derives from Nkx2.5-expressing progenitors (Zhou et al., 2008b) and makes a substantial contribution to the coronary vasculature (Katz et al., 2012). Indeed, a previous study of epicardial-specific null mutation of β-catenin demonstrated a failure of epicardial cells to colonize and expand within the subepicardial space, ultimately resulting in a lack of subepicardial vascularization (Zamora et al., 2007). Given the prominent contribution that epicardium makes to the cellular constitution of the cardiac wound healing response, interrogation of pathways that modulate the differentiation potential of epicardial progenitors might provide a means of improving the recovery of functional cardiac tissue following ischemic injury.

Many groups have linked inhibition of Wnt signaling to improved wound healing following MI. Transgenic mice overexpressing the Wnt inhibitor SFRP1 showed reduced scar formation and improved cardiac function following MI with significantly higher capillary density observed in transgenic hearts (Barandon et al., 2004, 2003). Direct administration of recombinant SFRP2 (He et al., 2010) or SFRP4 (Matsushima et al., 2010) into the heart post-MI reduced fibrosis and improved cardiac function in a dose-dependent manner, resulting in better infarct healing. This benefit is recapitulated in cell-autonomous models of Wnt loss of function: conditional depletion of β-catenin in adult hearts following MI results in mobilization of tissue-resident CPCs, increased 4-week survival and improved left ventricular function (Zelarayan et al., 2008). Pharmacological inhibition of Wnt also provides a benefit during cardiac wound healing: Pyrvinium, an FDA-approved drug that has been shown to exert an inhibitory influence on Wnt, improved cardiac function at 1 month post-MI (Saraswati et al., 2010), and a peptide fragment that acts as a competitive inhibitor of Wnt signal activation (UM206) reduced infarct size and improved cardiac function and survival following MI, with a significant increase in neovascularization of the infarct zone (Laeremans et al., 2011). Finally, two recent studies have employed pharmacological inhibitors of porcupine, a protein required to enable exit of Wnt ligands from the endoplasmic reticulum, to demonstrate a beneficial effect of global Wnt inhibition on cardiac remodeling and function post-MI (Bastakoty et al., 2016; Moon et al., 2017). Although Wnt signaling is likely to play a role in numerous pathological responses to cardiac wound healing, including inflammation, proliferation and remodeling, these results might reflect a capacity for Wnt signal inhibition to enforce pro-angiogenic differentiation among adult CPCs.

## MATERIALS AND METHODS

### Human pluripotent stem cell (hPSC) culture

Experiments were performed using the Mel-1 *NKX2.5*^eGFP/w^ hPSC line (Elliott et al., 2011), which was provided by David Elliot, Andrew Elefanty and Edouard Stanley. Permission for use of this cell line was granted by the Cornell-Rockefeller-Sloan Kettering Institute ESCRO committee. hESC culture medium consisted of Advanced DMEM/F12 (Gibco) with 20% Knockout Serum Replacement (Invitrogen), L-glutamine (2 mM, Invitrogen), Pen/Strep (Invitrogen), β-mercaptoethanol (550 nM, Gibco), and 4 ng/ml FGF2 (Invitrogen). hESCs were maintained on Matrigel (Corning) using MEF-conditioned hPSC medium (GlobalStem) and handled as previously described (James et al., 2006). All cell lines were confirmed to be mycoplasma free every ten passages.

### Lentiviral transduction

Lentiviruses were generated by transfecting 15 µg lentiviral vector, 3 µg pENV/VSV-G, 5 µg pRRE, and 2.5 µg pRSV-REV in HEK 293T cells (passage 8-10; subconfluent, 100 mm dish) by the calcium precipitation method. Supernatants were collected 40 and 64 h after transfection and concentrated by Lenti-X concentrator (Clontech, 31232). Using *NKX2.5*^eGFP/w^ hPSCs, clonal lines containing the VPr^mOrange^ EC-specific transgene were obtained as previously described (James et al., 2011).

### hPSC differentiation

One day before plating hPSCs to begin differentiation, MEF-conditioned medium was replaced with hPSC culture medium without FGF2 and supplemented with 2 ng/ml BMP4. The next day (day 0 of differentiation), hPSCs were plated directly onto gelatin in hPSC culture medium (without FGF2, plus 20 ng/ml BMP4, 40 ng/ml activin A, 2.5 µM CHIR99021) and not disturbed for 48 h. On day 2, cells were stimulated with 40 ng/ml BMP4 and 2 ng/ml FGF2. Differentiation cultures containing VEGFA at 10 ng/ml beginning from day 2 to point of harvest. In isolated CP/CM cultures, VEGFA was not included during bulk hPSC differentiation. CHIR99021, Endo-IWR1 and XAV-939 were used at 2.5 µM unless otherwise indicated. Recombinant cytokines (Wnt5a, Wnt11; R&D Systems) were used at 100 ng/ml.

### Lentivirus-based reporter assay

FACS-sorted CP/CMs were plated into individual wells of a 48-well flat-bottom plate in hPSC base medium with 10 ng/ml VEGFA and other recombinant cytokines as indicated. Individual wells were transduced overnight with *TCF/Lef* lentiviral particles expressing firefly luciferase or the respective positive and negative control lentiviral particles (Cignal Lenti Reporter Kit, SABiosciences) at a multiplicity of infection of 25 according to the manufacturer's instructions. After 18 h, medium was removed and CP/CMs were incubated in designated conditions for 3 days further, changing the medium after 2 days. Four days following isolation, luciferase activity was measured on a SpectraMax M5 microplate reader (Molecular Devices) using the Steady-Glo Luciferase Assay System (Promega) according to the manufacturer's instructions.

### RNA-seq library construction, sequencing and analysis

Total RNA was prepared from FACS-sorted cells and quality was checked on an Agilent Technologies 2100 Bioanalyzer. 1 µg high-quality total RNA was used as input to convert mRNA into a library of template molecules for subsequent cluster generation and sequencing using the reagents provided in the Illumina TruSeq RNA Sample Preparation Kit. Following purification of the poly(A)-containing mRNA using poly(T) oligo-attached magnetic beads, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers, followed by second-strand cDNA synthesis using DNA polymerase I and RNase H. These cDNA fragments then went through an end-repair process, the addition of a single ‘A’ base, and then ligation of adapters. The products were purified and enriched by PCR to create the final cDNA library. After quantifying and checking the size and purity of the product, multiplexed DNA libraries were normalized to 10 nM and then two sample libraries were pooled together in equal volumes. 7 pM each pooled DNA library template was amplified on an Illumina cBot instrument, involving immobilization and 3′ extension, bridge amplification, linearization and hybridization, then sequenced on one lane of the Illumina HiSeq2000 sequencer using the pair-end module and generating 2×58 bp reads. The samples HUVEC, CP/CM, NkxEC and nEC were aligned to the human GRCh38 reference assembly (NCBI) using STAR aligner (Dobin et al., 2013) and subsequently genes were counted in htseq (Harada et al., 1999). The raw counts mapping to GRCh38 were subsequently analyzed in R package edgeR and differential expression analysis was performed. After selecting the most variant 910 genes by expression, multidimensional scaling (MDS) plots were prepared among the sample groups, and showed clear differentiation between the four tissue types (Fig. 3A).

### FACS

Flow cytometry analysis and sorting was performed on a FACSJazz (BD Biosciences). Configuration of the FACSJazz was as follows: 405 nm laser with 450/50 band pass (BP) (DAPI) and 520/35 BP (BV 510) filters; 488 nm laser with 530/40 BP (GFP) and 585/29 BP (PE) filters; and 640 nm laser with 660/20 BP (APC) and 750 LP (APC-Cy7) filters. Antibodies used were specific for human CD31-PE (MEC 13.3, BD Biosciences), human CD43-APC (10G7, Biolegend), mouse CD31-PE (390, eBioscience) and mouse CD45-APC (30-F11, eBioscience); antibodies were used at the concentration recommended by the manufacturer. Data were analyzed using FACS Diva software (BD Biosciences). Clonal sorting was via direct deposition of five cells per well of a 96-well plate using the FACSJazz Automated Cell Deposition Unit (ACDU).

### Immunofluorescence

Cells were stained as previously described (James et al., 2010). Samples were fixed in 4% paraformaldehyde, permeabilized in PBST (0.1% Tween 20) and blocked in 5% donkey serum for 45 min. Samples were incubated for 2 h in blocking solution containing primary antibodies that were directly conjugated to Alexa 488, 568 or 647. Antibodies used were specific for CD31 (MEC 13.3, BD Biosciences), Nkx2.5 (8792, Cell Signaling), cardiac troponin (MAB6887, R&D Systems) and smooth muscle actin (MAB1420, R&D Systems). Imaging was performed using a Zeiss LSM 710 confocal microscope.

### Confocal microscopy and live imaging

Microscopy was performed using a 710 META confocal microscope (Zeiss) with the following laser lines: 405, 458, 488, 514, 561 and 633 nm. Filter settings for fluorescent proteins and fluorophores were: 450/20 BP for DAPI; 530/20 BP for GFP and Alexa 488; 560/20 BP for mOrange; 630/30 BP for tdTomato; and 670/20 BP for Alexa 647. For live imaging, *NKX2.5*^eGFP^/VPr^mOrange^ hPSCs were cultured at 37°C and 5% CO_2_ in a stage-mounted incubation chamber (Tokai Hit), with image capture at variable intervals. Colocalization was performed using Zen colocalization software (Zeiss) and the pixel area of single- and double-positive cells quantified.

### Mouse strains

All procedures were approved by the Institutional Animal Care and Use Ethics Committee of Weill Cornell Medical College. Breeding was performed using animals between 12 weeks and 1 year of age. The mouse strains that were intercrossed to generate the animals in this study were: *Flk1-GFP* (Jackson Labs, 017006), *Rosa*^tdTom^ (Jackson Labs, 007905), TCF:LEF^H2B-GFP^ (Jackson Labs, 013752), *Cdh5*^Cre^ (Jackson Labs, 017968), β-catenin^flox/flox^ (Jackson Labs, 004152), *Igs1^tm6(CAG-Bgeo,-Wnt5a)Nat^* (*Wnt5a*^GOF^; Jackson Labs, 018141), *Wnt5a*^flox/flox^ mice (Jackson Labs, 026626), *Nkx2.5*^Cre^ [provided by Richard Harvey (Stanley et al., 2002)] and β-catenin^flEx3/flEx3^ [provided by Makoto Taketo (Harada et al., 1999)]. For quantification of NkxEC versus nEC number, 10 µm sections were collected for the entire span of the heart and colocalization masking distinguished EC subtypes.

### Statistical analysis

Experiments were repeated at least three times, with the technician performing quantitative analysis blinded to the experimental conditions. We included all tested animals for quantification to analyze the statistical difference. A representative image from experimental groups is presented in corresponding figures. No statistical method was used to predetermine sample size. Differences between groups containing more than one condition were assessed by one-way ANOVA, and to quantify statistical difference of each condition to control an unpaired two-tailed *t*-test was performed.

## Supplementary Material

Supplementary information

Supplementary information

# Supplementary material for: Wnt inhibition promotes vascular specification of embryonic cardiac progenitors
**Source:** Development. 2018 Jan 1;145(1):dev159905. doi: 10.1242/dev.159905
**Supplement:** Supplementary information

## Supplementary Movies

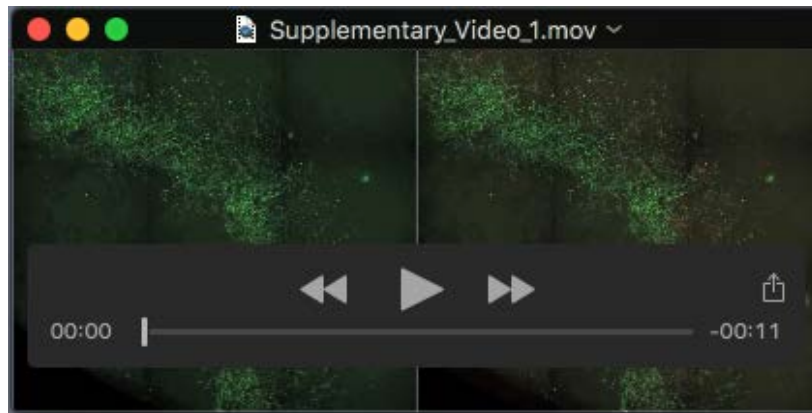

**Movie 1. Wide field time-lapse view of dual reporting hPSCs during cardiovascular differentiation.** Following 8 days of differentiation, a tiled view of an hPSC-derived colony was captured at 6-minute intervals over 48 hours. Nkx2.5<sup>GFP+</sup> cells are shown in green, VP<sup>rOrange+</sup> cells are shown in red. A higher magnification video of the region indicated by the stroke box is shown after the first sequence.

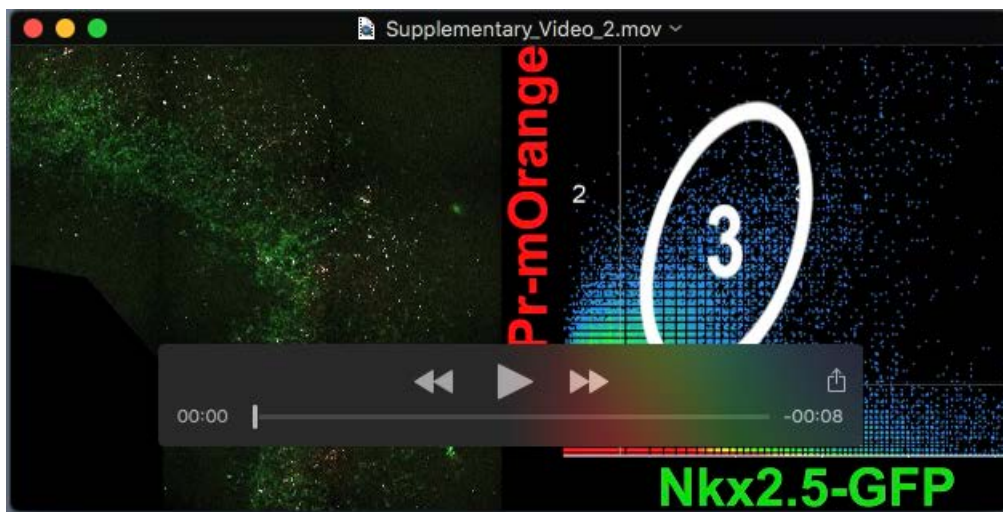

**Movie 2. Dual-reporting hPSCs enable identification of cells during transition from CPC to NkxEC fate.** Beginning at 8 days of differentiation, cells expressing both Nkx2.5<sup>GFP</sup> and VPr<sup>mOrange</sup> were identified by co-localization masking (shown in white). The plot on the right identifies signal intensity for Nkx2.5<sup>GFP</sup> and VPr<sup>mOrange</sup> pixels on the x-axis (1) and y-axis (2), respectively. Pixels expressing both transgenes are designated in field 3.

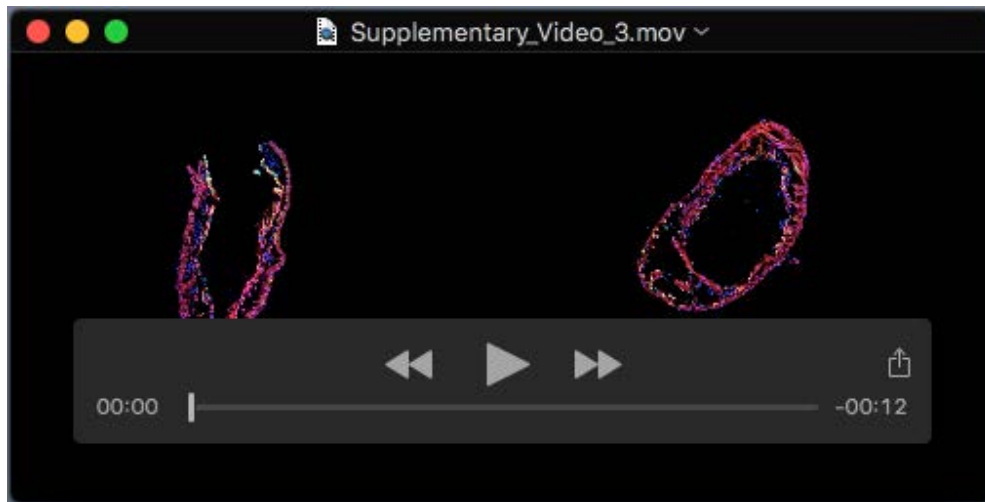

**Movie 3.  $\beta$ -catenin null embryonic hearts display reduced right ventricular size and increased percentage of NkxECs.** Embryonic hearts from heterozygous (left) and homozygous (right)  $\beta$ -catenin null mutants were serially sectioned and imaged by confocal microscopy. Nuclei (blue), VEGFR2<sup>GFP+</sup> ECs (green) and Nkx2.5<sup>Cre</sup>:tdTomato<sup>+</sup> cells (red) are shown.

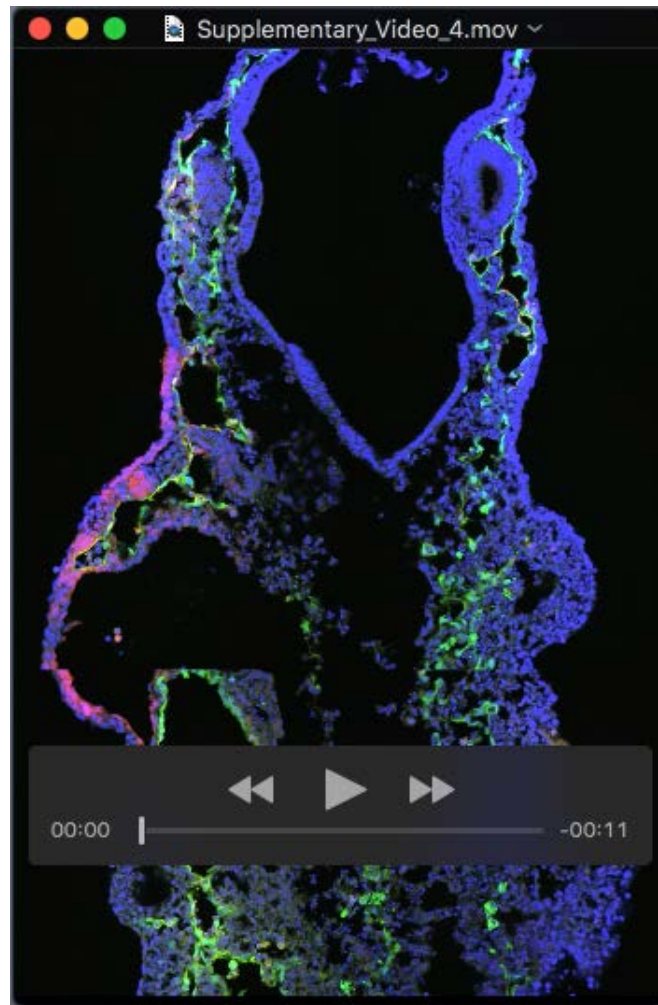

**Movie 4.  $\beta$ -catenin gain of function embryos at e11.5 display aberrant cardiac development and reduced NkxECs.**  $\beta$ -catenin gain of function mutant embryo was serially sectioned and imaged by confocal microscopy. Nuclei (blue), VEGFR2<sup>GFP+</sup> ECs (green) and Nkx2.5<sup>Cre</sup>:tdTomato<sup>+</sup> cells (red) are shown.

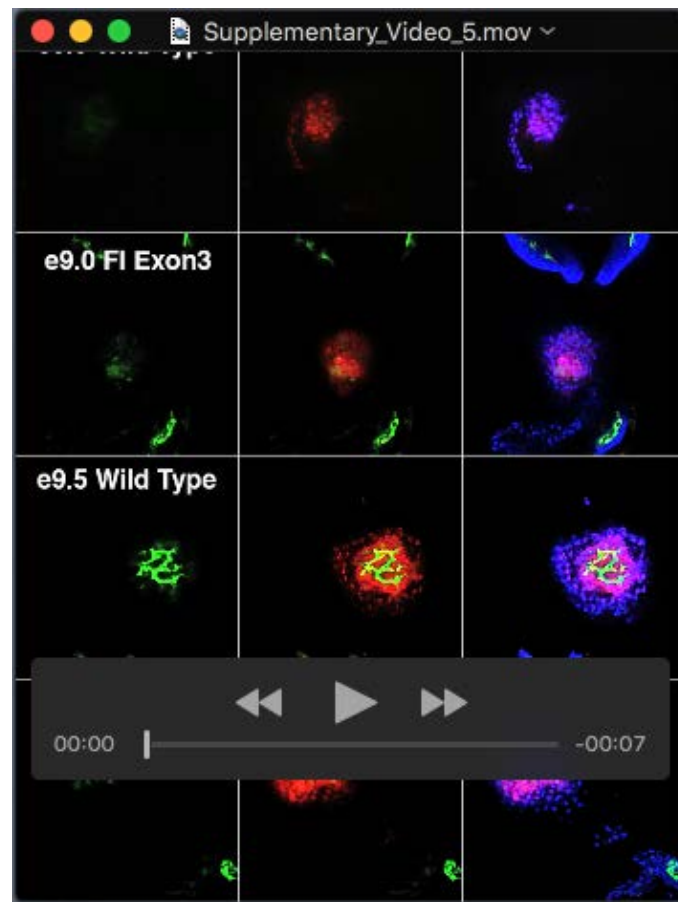

**Movie 5.  $\beta$ -catenin gain of function embryos at e9.0 and e9.5 show reduced vascular density.** Confocal z-stacks were captured for WT and  $\beta$ -catenin gain-of-function mutants at e9.0 (upper) and e9.5 (lower).

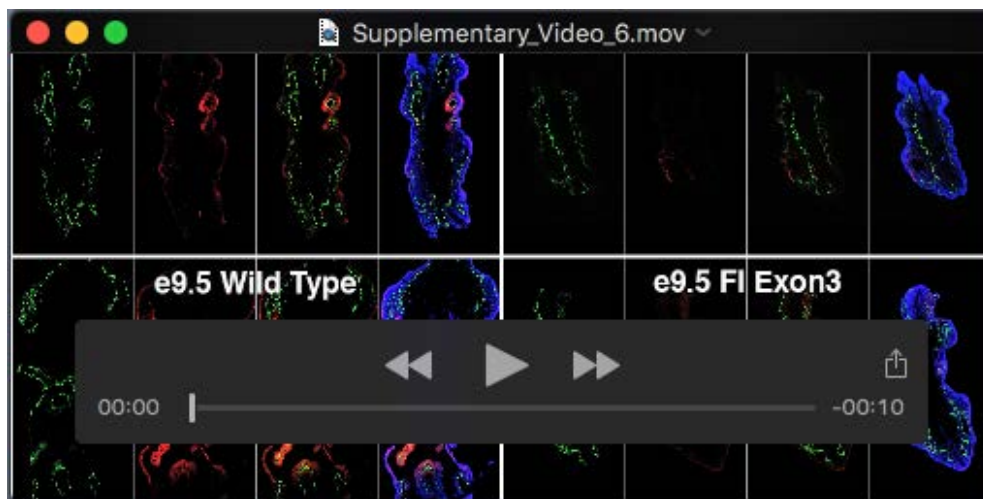

**Movie 6.  $\beta$ -catenin gain of function embryos at e9.0 and e9.5 show reduced vascular density.** Embryos from wild type and heterozygous  $\beta$ -catenin gain of function embryos were serially sectioned and imaged by confocal microscopy. Nuclei (blue), VEGFR2<sup>GFP+</sup> ECs (green) and Nkx2.5<sup>Cre</sup>:tdTomato<sup>+</sup> cells (red) are shown.

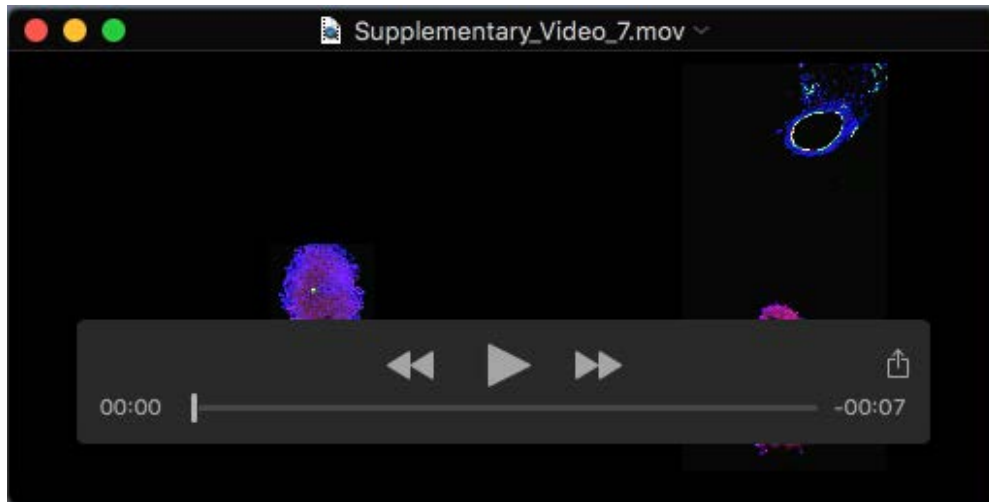

**Movie 7. Wnt5a<sup>GOF</sup> hearts display morphological defects, reduced ventricular trabeculation and increased percentage of NkxECs.** Embryonic hearts from control (left) and Wnt5a<sup>GOF</sup> (right) hearts were isolated at e12.5, serially sectioned and imaged by confocal microscopy. Nuclei (blue), VEGFR2<sup>GFP</sup>+ ECs (green) and Nkx2.5<sup>Cre</sup>:tdTomato+ cells (red) are shown.

How the deposited data were processed for this re-analysis (not part of the article)

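RNA-seq of CP/CMs, NkxECs and nECs sorted at day 7 of differentiation was analysed, with 3 samples of each population, 9 in all. The HUVEC samples of Fig. 3 were not used here. The authors prepared poly(A) libraries, aligned paired-end reads to GRCh38 with STAR, counted reads per gene with htseq and analysed the counts in edgeR. The paper's text does not name the software versions, the annotation release, the use of strand in counting or the model formula. The authors deposited a score per gene and sample, namely a count fitted by a model and rounded to a whole number, together with the Ensembl identifier, the symbol and the position of the gene. The authors labelled the deposited values as fitted counts, and the constant multiples between samples were found from the values themselves, as described beside the introduction of the experiment. The table had 19536 entries, of which 138 were duplicates, leaving 19398 genes. Symbols were blank for 2570 genes and had been turned into dates for 23, and these were identified by their Ensembl identifiers. The smallest mean of any gene was 3.33 fitted counts, so genes of lower expression are not analysed here. Gene overlaps were taken from GENCODE 44, on the same genome build, in which 19286 identifiers were matched.

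The fitted counts were analysed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Columns that were constant multiples of each other within rounding were counted as 1 profile, giving 4 profiles. TMM factors were computed over the 9 samples with a trim of 30% of log ratios and 5% of mean expression, and were 1.00 in CP/CMs, 0.96 to 0.97 in NkxECs and 1.03 to 1.04 in nECs. Genes with at least 10 fitted counts in at least 3 samples and a total of at least 15 were kept, which removed 3 genes. A pseudocount of 1 was added before taking log2, which understates the change of genes with low counts. Where a population was at or under 3 fitted counts, fold changes are given as lower bounds against 3. The 10 most abundant genes held 6.88% of fitted counts in CP/CMs, 4.74% to 4.87% in NkxECs and 4.48% in nECs. The totals of 27184941 to 33321493 fitted counts per sample give a counting error that is small for abundant genes, but the fitted counts do not carry the variation between biological replicates, and differences were set against that between NkxEC profiles A and B. The model behind the fitted counts is not known, so profiles A and B can differ through a term of that model as well as through biological variation, and a difference larger than that between A and B is not shown to exceed replicate error.

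The tests set before the data were examined, edgeR's quasi-likelihood test or limma on log2 values, camera and fry for gene lists and a permutation test for the distances, were not run. The reason is that replicates of CP/CMs and of nECs that are multiples of 1 profile have no residual spread and any p-value from them would be meaningless. The rule of at least 2-fold with both NkxEC profiles, and the comparison of gene lists with random lists, took their place after the structure of the values had been seen. The steps from scaling to fold changes were tested on simulated data, in which 200 of 18116 genes with a mean of at least 30 fitted counts were changed 4-fold, well past the 2-fold threshold, and the NkxEC profiles were set apart by a standard deviation of 0.1 on the log2 scale. All 200 were recovered and none of the 17916 unchanged genes was called. The signed difference between recomputed and simulated log2 fold changes had a median of 0.0108. Errors of opposite sign cancel in this median, so it gives the bias and not the typical error. This shows that the arithmetic works and says little about genes near the threshold or genes with few fitted counts, for which the measured profiles lie farther apart.

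Genes were named by a rule set before the data were examined. It covered the genes marked in Fig. 3B and Fig. 3C, other genes the paper names, the members of the gene lists and the 5 largest rises and falls in NkxECs against nECs and in CP/CMs against NkxECs among genes with a mean of at least 100 fitted counts. The part of the rule that required an adjusted p-value could not be applied. Lists of tip cell, Notch pathway, canonical Wnt target, cell cycle, cardiomyocyte, endothelial, blood and endocardial genes were written before the data were examined, and the median of each was placed among 10000 random lists of the same size, each gene drawn from the 200 nearest in mean expression. Lists of liver-type, pluripotency and endoderm genes were written afterwards. Genes that prompted a list were kept apart from held-out genes, whose values had not been looked at. The alternatives tried were upper-quartile scaling, scaling by library size only, other filters on low counts, a pseudocount of 0.1, scaling within the 2 populations compared, leaving out each replicate number in turn, other gene selections for the distances and the tip cell list without the genes of Fig. 3B. NkxEC profile B alone, NkxEC profile A alone and a weighting of profiles A and B by their number of samples were added after the data had been seen. The gene symbols, their order and their marks in Fig. 3 were read from the figure by eye. In Fig. 3B, 3 symbols could not be matched to a gene and were left out.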

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

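These results concern genes that the paper does not discuss, apart from NKX2-5, whose transcripts it does not report for nECs. All tests here were chosen after the result that prompted them was seen, apart from the comparison of the cell cycle list with random lists. The cell cycle list was written before the data were examined, and that comparison was chosen after the structure of the values had been seen. The outcomes sought in held-out genes and in the GC content regression were written down before those values were seen.

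The largest falls in NkxECs against nECs were in genes of liver-type cells. AFP had 5877 normalized fitted counts in nECs against 11.5 and 20.5 in NkxEC profiles A and B, and FGA had 1435 against 1.00 and 4.55. AHSG, APOA4 and FGG were at least 150-fold, 117-fold and 132-fold lower in NkxECs, and each of these 3 overlaps another annotated gene. Of 12 other liver-type genes, 11 had fitted counts, and 11 of 11 were at least 2-fold higher in nECs than in both NkxEC profiles. Their levels in nECs ran from 7255 for APOB and 882 for APOA1 down to 40.5 for ALB and 24.6 for ITIH2, and 1 of the 11, APOB, had over 100 in NkxECs as well. CP/CMs carried over into nECs are argued against, since 0 of the 10 genes that prompted the test were higher in CP/CMs than in nECs, although 2 of the 11 others, APOA1 and VTN, were. The values are consistent with RNA of liver-type or yolk-sac-endoderm-type cells in the nEC samples, whose RNA could have entered with the sort. Expression of these genes by the nECs themselves, the difference between populations that the design names, was not tested and stays open.

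Cell cycle genes were lower in NkxECs than in nECs for 20 of 20 genes of the list with both NkxEC profiles. The median log2 fold change was -0.62, from -0.35 in AURKA to -0.85 in AURKB, which was below all 10000 random lists matched on mean expression, and each fall was larger than the difference between the NkxEC profiles. None of the 20 changed 2-fold. Scaling is argued against as the whole cause, because 20 of 20 genes were lower under TMM, upper-quartile and library size scaling, with a median of -0.73 under the last, where the median of all genes was -0.12. After a regression on GC content, transcript length and mean expression over 14479 genes, all 20 of which had values, 20 were still lower, with a median of -0.59. Carryover of CP/CMs into nECs would need a median share of 105% CP/CM RNA, whereas genes abundant in CP/CMs and nearly absent from nECs, such as NPNT, limit it to 1.63%. Both shares assume carried-over RNA with the average CP/CM profile. The 20 genes were also lower in NkxECs than in CP/CMs, with a median log2 fold change of 0.56 in CP/CMs over NkxECs. Other cycling cells in the nEC samples and a slower cell cycle of NkxECs cannot be told apart, because no value gives the cell cycle transcripts of such cells alone.

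Pluripotency and endoderm genes were higher in CP/CMs than in NkxECs. Among the 5 largest rises, FOXA2 was at least 82.3-fold higher. Of the other genes that prompted the lists, POU5F1 had 428 normalized fitted counts in CP/CMs against 6.50 and 6.83 in NkxEC profiles A and B. HNF4A, which also prompted them, had 436 against 5.50 and 6.83. CDH1, with 1208 against 20.0 and 10.2, is a held-out gene and is counted among those that follow. Of 18 held-out genes, 13 were at least 2-fold higher in CP/CMs than in both NkxEC profiles, 6 of 10 pluripotency genes and 7 of 8 endoderm genes. The most abundant of the 13 in CP/CMs were ZFP42 with 2270, CLDN6 with 1630 and EPCAM with 1334 normalized fitted counts. LIN28A, DPPA4 and DNMT3B were abundant in all 3 populations and changed less than 2-fold, and GDF3 and PRDM1 were at least 2-fold lower in CP/CMs. Of the held-out genes, 5 of 10 and 1 of 8 had at least 100 normalized fitted counts in both NkxEC profiles. The values are consistent with RNA of undifferentiated or endoderm-type cells among the sorted CP/CMs, and expression of these genes by CP/CMs themselves was not tested. Whether such cells contributed to the 9 marked Wnt genes of Fig. 3C, which were lower than in CP/CMs in nECs too for 9 of 9, cannot be told apart from expression in CP/CMs, because no value gives the Wnt transcripts of such cells alone. The same limit applies to the 15 canonical Wnt targets outside Fig. 3C.

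NKX2-5 had 503 normalized fitted counts in nECs, which were sorted as negative for the NKX2.5 reporter, against 1470 in CP/CMs. The paper describes nECs as ECs in which NKX2.5 expression has ended or had not taken place. Carryover of CP/CMs would need a share of 34.2% CP/CM RNA, above the limit of 1.63%. Carryover of NkxECs would need 55.6% NkxEC RNA, whereas 5 of the most NkxEC-restricted abundant genes, ESM1, CHST1, MMP1, APLN and COL15A1, limit it to 6.97%. Both limits assume carried-over RNA with the average profile of its source population. Carryover of a subset of cells low in the limiting genes is not excluded. No gene annotated in GENCODE 44 overlaps NKX2-5. Transcription of NKX2-5 in nECs at a reporter level below the sort gate is left as a hypothesis that these values do not test.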

How the results depend on the processing

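Of the alternatives set before the data were examined, DESeq2, edgeR's likelihood ratio test, the threshold of an adjusted p-value with 2-fold, camera with an estimated correlation, fry and the replicate block were not run. No paired analysis was possible because the samples of CP/CMs and of nECs are multiples of 1 profile each and carry no replicate-specific values. The alternatives of scaling, filter, pseudocount, replicates left out and single NkxEC profiles kept the direction of the 97 genes of Fig. 3B that they could compare, the 20 and 16 genes of the boxes in Fig. 3C and the 9 marked Wnt genes, and left 20 of 20 cell cycle genes lower in NkxECs. The filter on low counts removed 3 genes, so leaving it out tests little. Leaving out replicate 1 or 2 removes no profile and acts through the filter, so it tests little as well. Genes with few fitted counts limit the counts of differing genes, since the NkxEC profiles differ by a standard deviation of 0.66 on the log2 scale at a mean of 3 to 30.

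The ratio of distances, 2.33, was 2.33 with upper-quartile scaling and with no filter, 2.32 with library size only, 2.26 with at least 10 counts in every sample, 2.41 over the top 500 genes, 2.28 over all genes, 2.81 with a common selection and 2.29 both without replicate 1 and without replicate 2. Without replicate 3 there is 1 NkxEC profile and no ratio. The cause of these shifts was not tested.

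Library size only moved the median log2 fold change of all genes in NkxECs over nECs from -0.01 to -0.12 and the share of higher genes among those differing from 65.4% (717 higher, 379 lower) to 55.8% (594 higher, 470 lower). Relative to that shift, directions near 0 changed, with log2 fold changes in NkxECs over nECs of -0.030 for TNFRSF19, -0.039 for MSX1, -0.015 for ERG, -0.055 for ITGA2B, -0.022 for NPR3, -0.079 for WNT11 and -0.017 for AXIN2, each above 0 with TMM. CDH5 moved from 0.84 to 0.74. Of the lists, 2 blood genes were higher in place of 5, 2 Wnt targets outside Fig. 3C in place of 4, and 3 endothelial genes were lower in place of 1. With upper-quartile scaling, WNT11 was at -0.0068, 3 blood genes were higher and 2 endothelial genes were lower.

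With at least 10 counts in every sample, fewer genes are compared by construction. In NkxECs over nECs, 174 genes were lower in place of 379, the higher genes were 2 Wnt targets and 3 cardiomyocyte genes in place of 4 and 5, and the lower genes were 0 endothelial and 2 blood genes in place of 1 and 4. In CP/CMs over NkxECs, 9 cardiomyocyte genes were higher in place of 14. Scaling within the 2 populations compared left 2 Wnt targets higher in NkxECs than in nECs.

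Leaving out each replicate number in turn gave from 2 to 3 Wnt targets higher and from 1 to 2 endothelial genes lower in NkxECs than in nECs. The filter of at least 3 samples was kept, so genes with enough fitted counts in only 1 population were dropped. Without replicate 1 or 2 every profile is still present, so those settings do not test variation between replicates. Without replicate 3, which leaves profile A alone, log2 fold changes in NkxECs over nECs reversed for 5 named genes, so profile B decides their direction. Across the 3 replicate numbers left out, TNNT2 ran from -0.0073 without replicate 3 to 0.14, TNNI1 from -0.38 to 0.027, TBX20 from -0.12 to 0.010, LEF1 from -0.11 to 0.0079 and CYP26A1 from -0.12 to 0.20. With profile B alone, an alternative chosen after seeing the data, 1654 genes differed between NkxECs and nECs in place of 1096 and 759 were lower in place of 379. With profile A alone and the same filter, also chosen after seeing the data, 1338 differed and 492 were lower, so passing with 1 profile raised the counts for either profile and more for B. The cause of that difference was not tested. With profile A alone, 2 endothelial genes were lower than in nECs and the fold changes that had reversed without replicate 3 reversed as well, at -0.0049 for TNNT2, 0.027 for TNNI1, 0.011 for TBX20, 0.0089 for LEF1 and 0.20 for CYP26A1. With profile B alone, log2 fold changes reversed for TNFRSF19 (-0.058), RYR2 (-0.17 from 0.45), EGFL7 (0.019 from -0.030) and WNT11 (-0.077), and in CP/CMs over NkxECs for JAG1 (-0.0052 from 0.0073). The cause of these reversals was not tested. Weighting the profiles by their samples, which was computed for single genes only, reversed none of 304 fold changes of named genes.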

Differences from the paper's values

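The log2 fold change of ESM1 in NkxECs over nECs was 5.23 here, against the paper's value of about 5.0 in Fig. 3B, read by eye. With upper-quartile normalization it was 5.20 and with library size only it was 5.13, and both lay within the reading error of 0.2. With no filter on low counts, at least 10 counts in every sample, only the 2 populations compared, a pseudocount of 0.1 and without replicate 1, 2 or 3, the difference remained, with values from 5.23 to 5.34. With NkxEC profile B alone, chosen after seeing the values, it was 5.12, also within the reading error. With upper-quartile normalization ESM1 was at 5.1993 and SFRP2, given next, at 5.2049, on either side of that error. Such margins are finer than a reading by eye, so no conclusion about the choices is drawn from them. The log2 fold change of SFRP2 in CP/CMs over NkxECs was 5.15, within the reading error of the paper's value of about 5.0 in Fig. 3C, read by eye, but upper-quartile normalization and library size only both moved it to 5.20, just outside that error, and a pseudocount of 0.1 moved it to 5.22.

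The paper describes nECs as ECs in which NKX2.5 expression has ended or had not taken place. Here NKX2-5 had 503 normalized fitted counts in nECs, fewer than in CP/CMs and NkxECs. The paper's description rests on the reporter, and its text gives no NKX2-5 transcript value for nECs. The measures are unlike, so no difference from a reported value is shown.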

Other observations

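The tests of carryover, of the difference between the NkxEC profiles and of a lower endothelial share were chosen after the result was seen. The gene lists named were written before the data were examined. Their comparison with random lists was chosen after the structure of the values had been seen.

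Of the genes in Fig. 3B, 13 had their highest normalized fitted count in CP/CMs, 8 of them at least 2-fold above both NkxEC profiles, including AQP1, FRZB and FGF17. Carryover into NkxECs of RNA with the average CP/CM profile is argued against. Of the 13 genes, 13 would need a larger share of CP/CM RNA than the 1.66% that CP/CM-restricted genes allow. The shares needed ran from 10.5% for AQP1 to 98.4% for EPAS1. Expression in both NKX2.5-positive populations is left as a hypothesis that was not tested further.

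NkxEC profiles A and B differed in the direction of CP/CM expression. Across 3667 genes, which are not independent replicates, the log2 ratio of B over A and the log2 fold change of CP/CMs over nECs, which holds neither NkxEC profile, had a correlation of -0.45. More CP/CM RNA in profile A is argued against as the whole cause. Over 215 genes that were 2-fold to 5-fold higher in CP/CMs, the median extra share needed was 3.61%, above the limit of 1.66%, and 149 of them were above it. Each carryover limit given here is the 5th lowest share among genes with at least 1000 normalized fitted counts in the source population. That rule was chosen after values had been seen. Every limit assumes carried-over RNA with the average profile of the source population, so carryover of a subset of cells low in the limiting genes is not excluded. CDH1 sets the limit of 1.66% and may come from endoderm-type cells among the CP/CMs, but NPNT gave a similar share of 1.61%. No biological explanation was tested, since both profiles come from NkxECs.

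Endothelial genes were higher in NkxECs than in nECs for 14 of 16 genes with both profiles and lower for 1, with a median above 10000 of 10000 random lists. All 16 were at least 2-fold lower in CP/CMs than in NkxECs, with a median of -4.95. A lower share of endothelial cells in the nEC samples would lower such genes alike. Of 9 abundant genes nearly absent from CP/CMs, 5 lay farther from their median of 0.90 than the NkxEC profiles lie apart, from 0.09 in ERG to 2.16 in ROBO4, both of which overlap other annotated genes, which argues against that share as the whole cause by a narrow margin of 5 of 9. ERG was at -0.015 under library size only. A difference in endothelial expression between NkxECs and nECs stays open, as does a lower share together with it, which may account for part of the fall.

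Canonical Wnt targets outside Fig. 3C were higher in NkxECs than in nECs for 4 of 15 genes and lower for 10, with a median log2 fold change of -0.36, above 20 of 10000 random lists. Under library size only, 2 were higher and 11 lower. Cardiomyocyte genes were higher in CP/CMs than in both NkxEC profiles for 14 of 15 genes, with a median log2 fold change of 4.16, and in NkxECs over nECs 5 were higher and 7 lower, with a median of -0.04. Blood genes were lower in CP/CMs than in NkxECs for 9 of 9, with a median of -2.17, and in NkxECs over nECs 5 were higher and 4 lower, with a median of 0.05. Endocardial genes were higher in NkxECs than in nECs for 6 of 10 and lower for 3, with a median of 0.10, above 8131 of 10000 random lists, and in CP/CMs over NkxECs 5 were higher and 5 lower. Tip cell and Notch pathway genes were lower in CP/CMs than in NkxECs for 18 of 22 and 13 of 17.

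The largest rises in CP/CMs over NkxECs after that of NPPB, which was at least 226-fold, were in CST1 and CYP26A1, with log2 fold changes of 7.32 and 7.24, followed by FOXA2 and VIL1, the last at 6.82. The largest falls were in GIMAP4, at least 547-fold lower, GIMAP8 at -9.77, CARTPT, at least 242-fold lower, CXorf36 at -9.48 and TNFSF10, at least 414-fold lower. CST1 and the GIMAP genes belong to families of similar sequence and VIL1, CYP26A1, CXorf36 and TNFSF10 overlap other annotated genes, so the values of these genes are uncertain. ROR2, a receptor the paper names for WNT5A, had 1471 normalized fitted counts in CP/CMs, 468 and 437 in NkxEC profiles A and B and 760.1 in nECs. KDR had 30336 in CP/CMs, 186090 and 198973 in NkxECs and 163028 in nECs. ROR2 and KDR overlap noncoding genes or pseudogenes.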
